# Regulating transcriptional activity by phosphorylation: A new mechanism for the ARX homeodomain transcription factor

**DOI:** 10.1371/journal.pone.0206914

**Published:** 2018-11-12

**Authors:** Tessa Mattiske, May H. Tan, Oliver Dearsley, Desiree Cloosterman, Charles S. Hii, Jozef Gécz, Cheryl Shoubridge

## Abstract

*Aristaless*-related homeobox (*ARX*) gene encodes a paired-type homeodomain transcription factor with critical roles in development. Here we identify that ARX protein is phosphorylated. Using mass spectrometry and *in vitro* kinase assays we identify phosphorylation at serines 37, 67 and 174. Through yeast-2-hybrid and CoIP we identified PICK1 (Protein interacting with C kinase 1) binding with the C-terminal region of ARX. PICK1 is a scaffold protein known to facilitate phosphorylation of protein partners by protein kinase C alpha (PRKCA). We confirm that ARX is phosphorylated by PRKCA and demonstrate phosphorylation at serine 174. We demonstrate that phosphorylation is required for correct transcriptional activity of the ARX protein using transcriptome-wide analysis of gene expression of phospho-null mutants (alanines replacing serines) compared to ARX wild-type (ARX-WT) overexpressed in pancreatic alpha TC cells. Compared to untransfected cells, ARX-WT overexpression significantly altered expression of 70 genes (Log2FC >+/-1.0, P-value <0.05). There were fewer genes with significantly altered expression compared to untransfected cells with the double phospho-null mutant Ser37Ala+Ser67Ala (26%) and Ser174Ala (39%), respectively. We demonstrate that the c-terminal region of ARX required to bind PICK1 causes a shift in PICK1 subcellular localisation to the nucleus to co-locate with the ARX protein, and truncation of this C-terminal region leads to the same loss of transcriptional activation as S174A mutant. In conclusion, we show that ARX is phosphorylated at several sites and that this modification affects its transcriptional activity.

## Introduction

The *Aristaless*-related homeobox (*ARX*) gene [NM_139058.2] is a member of the paired-type homeodomain transcription factor family, with critical roles on development. *ARX* expression is restricted predominately to the brain (highest in the fetal brain), with low levels of expression in the pancreas, testes, skeletal muscle and highly expressed in ovaries. Mutations in this gene (MIM 30082) are a heritable cause of X-linked intellectual disability with or without other comorbidities including epilepsy, infantile spasms, dystonia, dysarthria, autism or lissencephaly [1–4]. The most striking consequences of loss of ARX function impact the development of the brain, testis in both mouse and human [2, 5, 6]. However, ARX also plays a critical role in the developmental determination and maintenance of alpha cell fates in the pancreas [7]. Arx-deficient mice develop early-onset hypoglycaemia, dehydration and weakness, and die 2 days after birth likely due to the lack of Arx function in the pancreas leading to a near-complete deficiency of alpha cells and a concomitant increase in beta cells [7].

Transcriptional activity of the ARX protein is largely defined by the presence of a conserved paired-type homeodomain, involved in binding to specific DNA sequences to regulate the expression of subsets of target genes. The molecular mechanism that homeodomain proteins, such as ARX, employ to regulate transcription of specific target genes is still poorly understood. Other components of the protein may contribute to the transcriptional regulation capacity. For example, the ARX protein also contains an *Aristaless* domain, which is present in over half of the members of the paired class homeodomain family [8]. This domain is located at the carboxyl end of ARX protein. The function of this domain is not well understood, although a number of studies have indicated a role in transcription activation [7, 9–12]. Four hydrophobic polyalanine tracts located throughout the ARX protein are suggested to be involved in protein-protein and protein-DNA interactions and stabilise the interaction between transcription regulators and/or DNA [13]. Located near the N-terminus of ARX is a highly conserved octapeptide domain. This sequence shares high similarity with the Engrailed homology repressor domain (eh1) known to be involved in transcriptional repression both *in vitro* and *in vivo*. This domain recruits Grouch/transducing-like enhancer of split (TLE) co-factor protein (TLE1-4), which modulates transcription repression activity [12].

Similar to many transcription factors, there is evidence to support that ARX transcriptional function might be regulated through post-translational modification. A study examining the potential role of CDKL5 mutants in phosphorylating MECP2 or ARX has indicated that although ARX does undergo *in vivo* phosphorylation when overexpressed in HEK293T cells, CDKL5 was not the kinase responsible [14]. The kinase phosphorylating ARX is unknown, as is the effect of this modification on its function. In this study, we have established that ARX is phosphorylated at multiple sites, including serine 37, 67 and 174. We have identified protein interacting with C kinase 1 (PICK1) as a novel protein partner of ARX using yeast-2 hybrid and co-immunoprecipitation studies. PICK1 is a scaffolding protein first identified as an interaction partner for protein kinase C alpha (PRKCA) [15]. PICK1 is known to facilitate the phosphorylation of its substrate by PRKCA [16]. The PKC family consists of ubiquitously expressed Ca^2+^-dependent/independent, phospholipid-dependent serine/threonine kinases that play key roles in a large number of biological processes, including cell growth and differentiation. Our study has demonstrated that ARX is a novel substrate of PRKCA, with phosphorylation at serine 174. We demonstrate that ARX is phosphorylated at several sites and that this modification is important for aspects of transcription activity of ARX.

## Results

### Multiple phosphorylation sites exist in ARX

In the presence of radiolabelled ([^32^P]) orthophosphoric acid, immunoprecipitated recombinant Myc-tagged full-length ARX protein overexpressed in HEK293T cells shows a positive signal of phosphorylation (Fig 1B, top panel). No phosphorylation signal was detected in Myc-vector transfected cells or mock-transfected cells. To narrow down the possible phosphorylation site(s) in ARX we designed seven partial ARX constructs spanning the full-length protein (Fig 1A). When these partial recombinant ARX proteins were expressed in HEK293T cells and labelled as above, we determined a positive phosphorylation signal in the N-terminal octapeptide domain region (OP), polyalanine tract 1 & 2 region (PA1&2), polyalanine tract 3 region (PA3) and the homeodomain region (HD) (Fig 1C top panel—arrows). Additional bands on this panel are likely phosphorylated proteins non-specifically captured by the immunoprecipitation process. The presence of each partial protein was confirmed by immunoblotting (IB) using an anti-Myc antibody (Fig 1C, bottom panel). The *ARX* gene encodes a predicted protein of 562 amino acids including 43 serines, 28 threonines and 8 tyrosines (Fig 1D). Given all three residues (serine, threonine, tyrosine) could be potentially modified by phosphorylation, we used anti-phospho antibodies against Myc-ARX overexpressed in HEK293T cells and confirmed that the tyrosine and the threonine residues were not phosphorylated (Fig 1E). However, a positive signal was observed for serine phosphorylation (Fig 1E and S1 Fig). These experiments established that ARX is phosphorylated at multiple serine residues.

**Fig 1:**
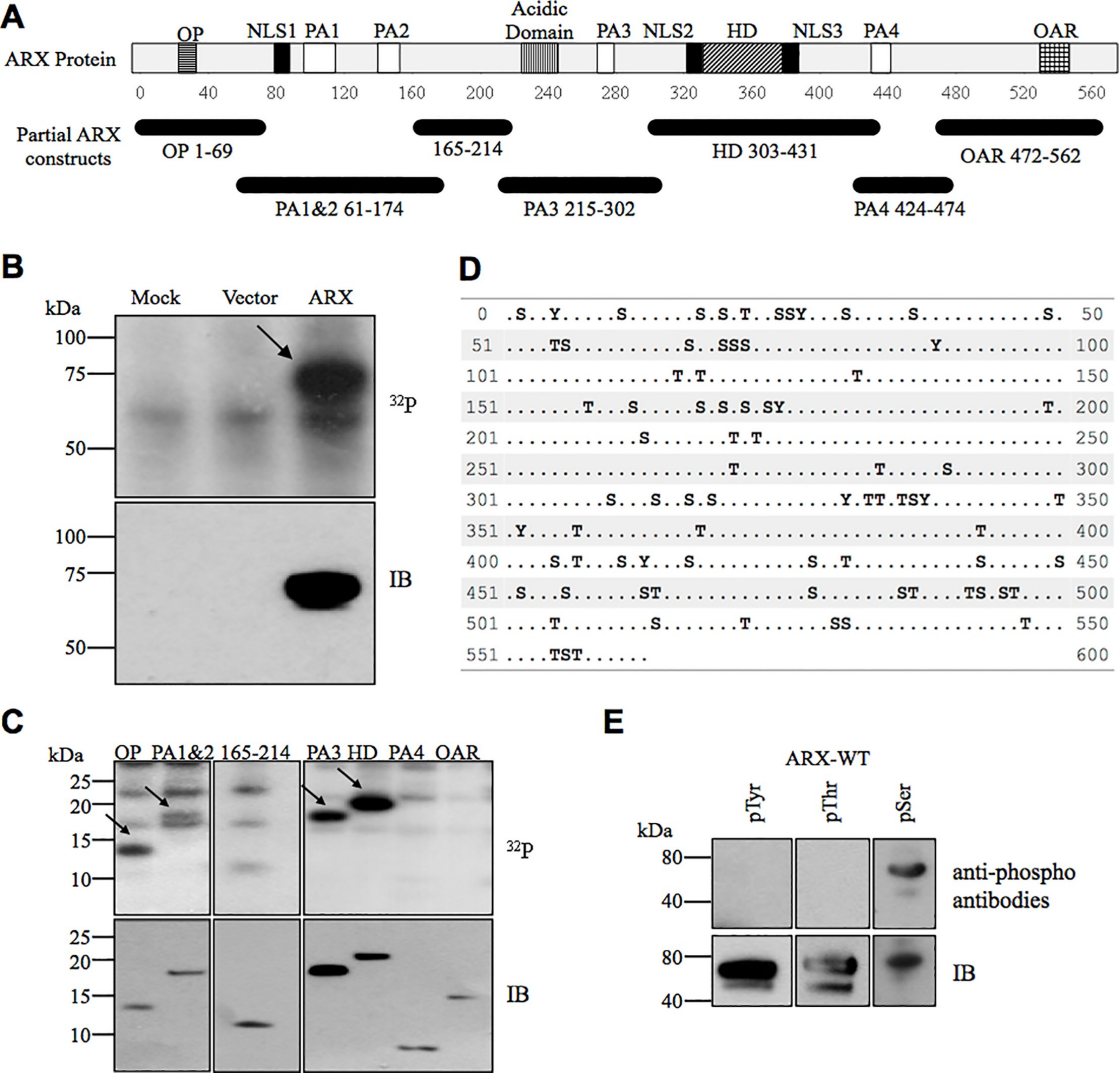
Multiple phosphorylation sites exist in ARX. (A) Schematic diagram of the ARX protein structure and position of partial constructs. Known functional domains are highlighted, octapeptide (OP) in horizontal stripes, nuclear localisation sequences (NLS) in black, polyalanine tracts (PA) in white, acidic domain in vertical stripes, homeodomain (HD) in diagonal stripes and Aristaless domain (OAR) in crosshatching. Partial constructs are named after the functional domain or the amino acids included and are shown below the protein. (B) HEK293T cells transfected with Myc-tagged full-length ARX construct were [^32^P] labelled, lysed and immunoprecipitated with an anti-Myc antibody and subjected to SDS-PAGE. Phosphorylated proteins visualised by autoradiography (arrow in upper panel). Presence of Myc-ARX protein was confirmed by immunoblotting (IB) using an anti-Myc HRP conjugated antibody (lower panel). Cells transfected with pCMV-Myc expression vector and untransfected cells were included as controls. These results are representative of at least two independent experiments. (C) Partial ARX constructs subjected to *in vivo* labelling assay as described for (B). (D) Serine, threonine, and tyrosine amino acids highlighted within the ARX protein. E) Immunoprecipitated Myc-ARX proteins were separated by SDS-PAGE and transferred to nitrocellulose membrane for immunoblotting with a 4G10 anti-phosphoTyrosine antibody (pTyr), an anti-phosphoThreonine antibody (pThr) or an anti-phosphoserine antibody (pSer). Presence of ARX was confirmed by immunoblotting using an anti-Myc antibody (bottom panel). Treated HEK 293T cells were included as positive controls; Pervanadate for pTry and CalyculinA for pThr (S1 Fig). Separate blots are boxed with a black outline.

### Serine Phosphorylation sites at the N-terminus of ARX

Immunoprecipitated full-length recombinant Myc-tagged ARX protein was isolated using SDS-PAGE and digested with trypsin or chymotrypsin and analysed as a fee for service (Prof Peter Hoffmann, Proteomics Facility, University of Adelaide, Australia) by liquid chromatography-tandem MS (LC-eSI-IT-MS/MS) in a Bruker HCT Ultra 3D-Ion-trap mass spectrometer to identify phosphorylated residues within ARX. Data was analysed with BioTools (Version 3.1, Bruker Daltonics) and reported phosphopeptides were verified by manual inspection of spectra. The fragmented peptides generated by either digestion method were consistent with ARX protein sequence when analysed by MS, indicating the preparations were free of contaminating material. When the Mass Spec analysis from both trypsin and chymotrypsin enzyme digestions were combined, up to 76% of the ARX ORF was successfully mapped (Fig 2B, unmapped areas in grey). Of the 135 residues that were not adequately covered by MS following digestion with either trypsin or chymotrypsin, there was only one serine residue not analysed; serine 213. Therefore phosphorylation at this residue cannot be discounted. Two phosphopeptides (PP1 and PP2) were identified at the N-terminus of ARX (Fig 2A). The phosphopeptide, PP2 spans residues 56-69aa and contains only one modifiable residue, serine 67 (Fig 2A and 2B). This residue is clearly identified as being phosphorylated by the MS peak (S2 Fig). This analysis is in agreement with the HEK293T cell labelling data identifying phosphorylation in the PA1&2 region of ARX (Fig 1C) and a positive signal observed for serine phosphorylation (Fig 1E). The other phosphopeptide, PP1 spans from 20-40aa of the ARX protein and contains 5 potential serine residues that could be modified at residue p.20, p.25, p.26, p.31 and p.37 (Fig 2A and 2B). LC-ESI-IT-MS/MS analysis suggests that serine 20 or 37 are the most likely phosphorylation sites in PP1 (S2 Fig). NetPhos3.1 is a database that predicts putative phosphorylation sites based on consensus kinase recognition sequences [17]. Of the two candidate serine residues in PP1, NetPhos3.1 scores of predicted active kinases for these sites indicated serine 37 was a potential substrate for CDK5 and GSK3. On the other hand, the serine 20 residue prediction scores did not meet the threshold (above 0.5), suggesting that serine 37 is the likely site of phosphorylation in PP1 (Fig 2C and Table 1). To confirm that serine 37 is the site phosphorylated in PP1, alanine substitution of serine 37 was introduced to full-length ARX construct. Full-length Myc-ARX-WT and the ARX-S37A mutant were expressed in HEK293T cells and subjected to two-dimensional gel electrophoresis (2DGE) analysis (S3 Fig). ARX-WT and ARX-S37A mutant proteins displayed multiple protein spots each with a different protein variant pattern when aligned (S3 Fig), indicating substitution of serine 37 with alanine changes the isoelectric properties of the ARX protein. This analysis supports a change in the phosphorylation status and indicates that the serine 37 residue is the site of phosphorylation in PP1. Hence, we identify and confirm that serines at position 37 and 67 of ARX are phosphorylated.

**Fig 2:**
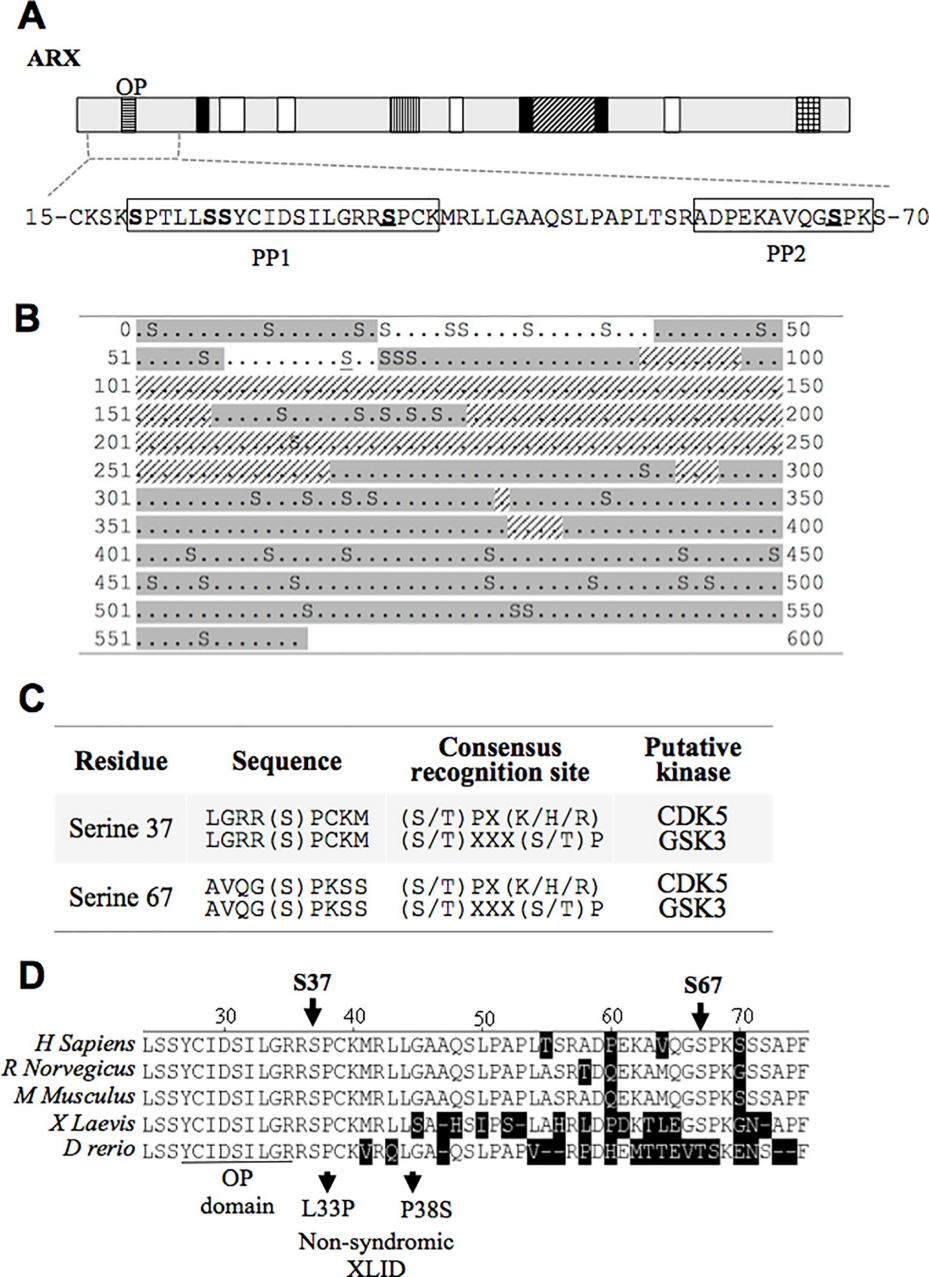
Serine phosphorylation sites in the N-terminus of ARX. (A) The position of phosphopeptides (PP1 & PP2) identified by LC-ESI-IT-MS/MS analysis is indicated by the boxes. The phosphorylated residues S37 and S67 are bold and underlined. (B) Peptide sequence coverage of ARX-WT by MS analysis. Matched peptides in ARX-WT peptide sequence coverage are shown highlight by grey boxes; phosphopeptides and novel phosphorylation site (underlined) detected by MS analysis are indicated in white boxes. Positions boxed in hatched lines were not covered by the MS analysis. (C) NetPhos 3.1 in silico prediction of ARX putative phosphorylation sites. (D) Orthologous protein sequence alignments of ARX protein with non-conserved amino acids shaded in black. Octapeptide domain of ARX is indicated by a dotted lined box. The position of serine phosphorylation sites–S37 and S67 are indicated by black arrows. Below the alignment, naturally occurring ARX mutations causing X-linked ID.

**Table 1:** NetPhos3.1 prediction (scores greater than 0.9) of likely phosphorylation sites in ARX.

aa no#	aa	Predicted Score> 0.9	Predicted Kinase Score > 0.5	Partial Construct	PhosphoAb	MS	*In vivo* labelling
18	S	0.913	CDC2 / 0.51	OP	+	-	+
37	S	0.996	CDK5 / 0.54; GSK3/ 0.51	OP	**+**	**+**	**+**
55	T	0.969		OP	-	-	
67	S	0.995	CDK5 / 0.55; GSK3 / 0.52	OP	**+**	**+**	**+**
170	S	0.901		PA1&2/165-214	+	-	+
174	S	0.998	**PKC** /**0.79;** RSK / 0.6	PA1&2/165-214	+	-	+
223	T	0.941		PA3	-	-	
290	S	0.996	CKII / 0.60; CKI / 0.53	PA3	+	-	+
317	S	0.912	CKII / 0.69; CDC2 / 0.53	HD	+	-	+
319	S	0.987	CKI / 0.52; CKII / 0.51	HD	+	-	+
411	S	0.941	p38MAPK/0.58;GSK3/ 0.51	HD	+	-	+
530	S	0.996		OAR	+	-	-
531	S	0.981		OAR	+	-	-
557	T	0.987		OAR	-	-	

### Alternative strategies to identify predicted sites of phosphorylation in the ARX protein

Our *in vivo* labelling data (Fig 1) indicates that there are likely sites of phosphorylation that were not detected by mass spectrometry, even when employing an additional strategy of phosphopeptide enrichment (using a magnetic bead-based immobilised metal affinity chromatography capture kit). Taking an unbiased approach we analysed the ARX protein sequence using *in silico* prediction software, NetPhos3.1. The protein sequence in FASTA format was used as input for NetPhos3.1 software. ARX has 11 serine, and 3 threonine sites predicted to be phosphorylated with a score greater than 0.9, which suggests very likely phosphorylation sites (Table 1). The anti-phosphoantibody immunoblot data in Fig 1E indicates that tyrosine and threonine residues of recombinant full-length ARX are not phosphorylated in HEK293T cells (Table 1- dark grey). Rows highlighted in light grey indicate no phosphorylation signal by *in vivo* labelling assay of partial recombinant proteins. Combining the *in silico* analysis and the *in vivo* labelling data and the phosphoantibody data we refined the predicted phosphorylation sites to a possible 9 serine residues across the ARX protein (Table 1). Two of these sites were those confirmed by MS analysis; residues S37 and S67 (Table 1-highlighted in green). Both Serine 37 and 67 are predicted substrates of CDK5 and GSK3 (Fig 2C and Table 1). Hence, there were 7 remaining serines with a positive signal in the *in vivo* labelling assay but were not detected as phosphorylated by MS analysis when overexpressed in Hek293T cells. Using our *in silico* approach, possible active kinases for each of these sites were identified using a prediction score above 0.5 (the prediction score is a value in the range [0.0–1.0]; with a score above 0.5 indicating a positive prediction). The kinase listed for Serine 174 was PKC (Table 1- highlighted in yellow). Interestingly, a yeast-2 hybrid screen of a human fetal brain cDNA library using the human ARX *Aristaless* domain (472-562aa) as a bait identified protein interacting with C kinase 1 (PICK1) (GeneBank: NM_012407) (Fig 3A) as a novel protein partner. PICK1 contains a PDZ domain (Fig 3A) that is known to interact with PKC, in particular, the PRKCA isoform, at its C-terminal PDZ-binding domain. Hence, the analysis of predicted sites and kinases indicates that S174 of ARX may be subject to phosphorylation by PRKCA, facilitated by ARX binding to PICK1. The remaining 6 serines may represent additional sites of phosphorylation in ARX but were not pursued in the current investigation.

**Fig 3:**
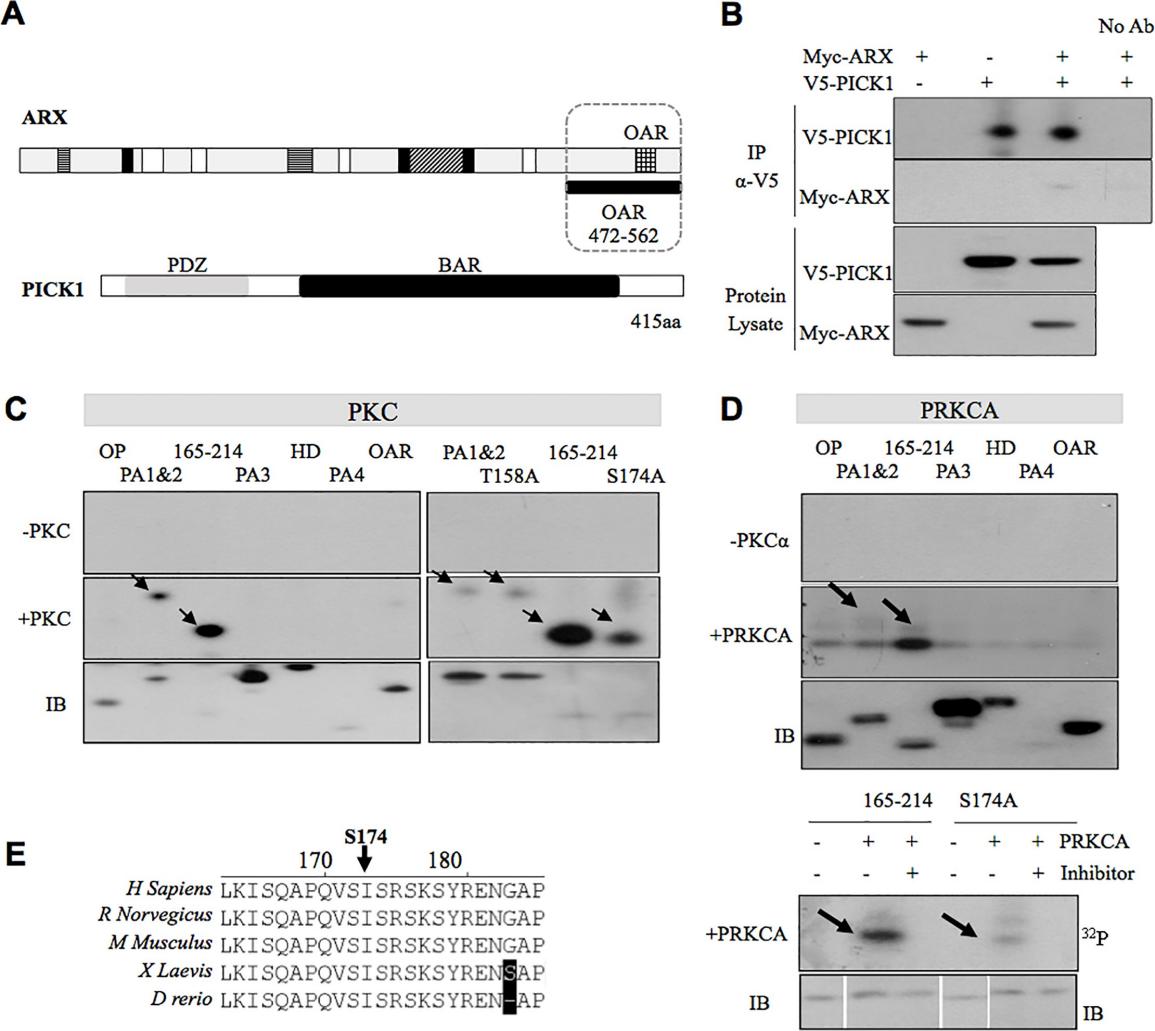
ARX is phosphorylated by PRKCA through the interaction with PICK1 in mammalian cells. (A) The C-terminal partial construct of ARX (OAR containing region in dotted box) identified PICK1 as an interacting protein by Y2H assay and this interaction was confirmed by Co-IP in (B). HEK 293T cells transfected with *Myc-ARX* and *V5-PICK1* constructs were lysed and proteins immunoprecipitated (IP) with rabbit anti-V5 antibody. Protein samples were separated by SDS-PAGE and analysed for the presence of Co-IP Myc-ARX by immunoblotting with mouse anti-Myc horseradish-peroxidase (HRP) conjugated antibody (bottom lane of top panel). V5-tagged PICK1 in the immunoprecipitate is shown in top panel. Myc-tagged ARX and V5-tagged PICK1 proteins are shown in the protein lysate in the bottom panel. Cells transfected with *Myc-ARX* alone or *V5-PICK1* alone included as negative controls. A representative blot is shown from two independents experiments. Partial ARX constructs as described for Fig 1B used in an *in vitro* kinase assay with the addition of (C) PKC pool (top panel) (D) or PRKCA (left panel). (E) Orthologous protein sequence alignments of ARX protein with non-conserved amino acids shaded in black. The position of serine phosphorylation site S174 is indicated by a black arrow. Separate blots are boxed with a black outline. Separate blots are boxed with a black outline. Spliced lanes on the same blot are indicated by white spaces.

### ARX is phosphorylated at S174A by PRKCA

PRKCA is known to interact with PICK1 at its C-terminal PDZ-binding domain (Fig 3A). This interaction regulates specific subcellular localisation of PRKCA to phosphorylate its target protein [16]. The interaction of ARX and PICK1 led us to predict that ARX might be phosphorylated at S174 by PRKCA and that this modification, potentially regulates ARX activity. To examine whether PRKCA directly phosphorylates ARX, we first performed *in vitro* kinase assays using a pool of purified protein kinase C (PKC) enzymes. Overexpressed full-length Myc-ARX immunoprecipitated from HEK293T cells or ARX produced using a cell-free *in vitro* transcription-translation system (cell-free Xpress-tagged full-length ARX) were used as substrates. The enzymes used in this kinase assay were a pool of PKC isozymes isolated from rat brain, consisting mainly of classical PKC isozymes (PRKCA, PRKCB and PRKCG). Using this approach, the cell-based Myc-ARX was phosphorylated upon addition of the PKC enzyme pool (S4 Fig; top panel). The inclusion of a PKC inhibitor led to the attenuation of the phosphorylation signal, confirming the phosphorylation of ARX by PKC. A known PKC substrate, neurogranin (NGRN) [18] served as a positive control in the assay (S4 Fig). Interestingly, when we used the Xpress-tagged ARX substrate in this assay (S4 Fig), background bands of the IP antibody and sepharose complex were observed but no specific band correlating to ARX protein was detected. Hence, cell-free ARX was not phosphorylated by PKC (S4 Fig). We cannot rule out that cell-free ARX may not have been correctly folded or modified to obtain the necessary tertiary structure required for PKC modification by this assay. Despite this, our data suggest that a factor(s) present in mammalian cells that co-immunoprecipitated with ARX may be important for phosphorylation of ARX by PKC. One such factor may be the novel protein partner PICK1.

Co-immunoprecipitation was used to confirm the interaction of ARX and PICK1. Myc-tagged ARX and V5-tagged PICK1 were co-expressed in HEK293T cells. When V5-tagged PICK1 was immunoprecipitated (IP) from total cell lysates using a monoclonal anti-V5-HRP antibody, Myc-tagged ARX (~62 kDa) was detected by monoclonal anti-Myc antibody in this precipitate (Fig 3B). Protein lysates from cells transfected with Myc-ARX alone and V5-PICK1 alone were included as controls. Specific IP of overexpressed V5-tagged proteins was confirmed by the negligible protein detected in the no anitbody lane, demonstrating very low levels of nonspecific binding of polyalanine rich ARX to protein A sepharose beads [19]. Taken together, our data show that ARX interacts with PICK1 in mammalian cells.

To confirm that S174 is the specific residue phosphorylated by PKC we used the Myc-tagged partial proteins spanning ARX (Fig 1A) and demonstrate that PKC phosphorylates the PA1&2 and 165–214 regions (Fig 3C, indicated by arrows in top panel). The presence of each partial protein was confirmed by immunoblotting with an anti-Myc antibody. The levels of detectable protein for 165–214 were very low. Despite this, its phosphorylation signal by the radioactive assay was evident (Fig 3C, lane 3 middle panel). Although serine 174 is present in both PA1&2 and 165–214 partial proteins, it is the very last reside in the PA1&2 (61-174aa) and as such lacks the necessary surrounding residues to form the PKC consensus recognition sequence, making phosphorylation at this site in the PA1&2 partial protein unlikely. As expected, no phosphorylation signal was observed in the absence of PKC enzyme (Fig 3C). Although modification at threonine residues was unlikely given the data in Fig 1E, we chose to interrogate the phosphorylation by PKC at two sites predicted by *in silico* analysis, with alanine substitution in place of threonine at position 158 in PA1&2 and serine at position 174 in the 165–214 partial proteins. In the absence of PKC enzyme, no phosphorylation was detected in any sample (Fig 3C). In the presence of PKC enzyme, the phosphorylation signal of phospho-null mutant p.S174A was markedly reduced compared to the corresponding ARX-WT partial protein (165–214) (Fig 3C, right top panel). This reduction in phosphorylation signal was in the context of similar levels of protein in both the ARX-WT and p.S174A samples (Fig 3C, right bottom panel lane 3 and 4). This result confirms that serine at position 174 is modified by PKC. However, no difference in the phosphorylation signal was observed when the PA1&2 protein with p.T158A mutation was assayed compared to the wild-type equivalent (Fig 3C, right middle panel lane 1 and 2), showing that this threonine is not PKC modified. This outcome agrees with our previous results demonstrating that threonine residues in ARX are unlikely to be phosphorylated (Fig 1E).

PICK1 is a protein that plays a key role in PKC phosphorylation and links PRKCA to its targets [16]. Given that we have identified PICK1 as a novel protein partner of ARX, we wanted to investigate if the classical PRKCA was responsible for this phosphorylation of ARX, particularly at serine 174. We began by investigating if PRKCA interacts with ARX, using Co-IP. Myc-ARX and HA-PRKCA were co-transfected into HEK293T cells. When the HA-PRKCA was immunoprecipitated using anti-HA antibody we detected Myc-ARX co-immunoprecipitating when immunoblotted with anti-Myc antibody (S5 Fig). Next, we substituted PRKCA as the enzyme in place of the commercially available PKC enzyme pool. A clear signal is again noted in the 165–214 partial protein (Fig 3D, middle panel). Similar to the previous assay, the phosphorylation signal of mutant p.S174A is attenuated compared to the corresponding wildtype 165–214 partial protein (Fig 3D, right panel). The partial ARX proteins were confirmed by immunoblot using anti-Myc antibody. Our data demonstrates that serine 174 is the site modified by PRKCA in partial protein 165–214. Serine S174 is conserved across multiple ARX orthologs as shown in (Fig 3F).

### The function of ARX as a transcriptional regulator requires phosphorylation

To determine the impact of serine phosphorylation on the function of the ARX protein, phospho-null substitutions were generated in which the serine residues identifed to be phosphorylated were replaced with alanines. Using a dual-luciferase reporter assay described in our previous work [20, 21] we measured the impact of these mutations on the interaction with an orthologous Arx-binding site in the enhancer region of *Lmo1* [22] inserted upstream of an SV40 promoter driving luciferase expression. Using this assay, we demonstrate that phosphorylation of serine residues identified in this study does not affect ARX transcriptional activity in HEK293T cells (S6 Fig). This reflects that phosphorylation at these residues does not negatively impact the binding of the ARX homeodomain to the identified transcription factor binding motif in this *in vitro* setting [22]. However, ARX is known to be able to act as both an activator and repressor of gene expression. Hence, we chose to determine the functional consequences of phosphorylation of the ARX protein using an unbiased approach of transcriptome-wide analysis. Two phospho-null mutants were included in the analysis, ARX-S174A and a double mutant ARX-S37AS67A, compared to untransfected cells and ARX-WT controls. We chose to use alpha TC cells, a mouse pancreas-derived cell line in which Arx is vital for the establishment and maintenance of glucagon-producing alpha cells. Although the endogenous levels of *Arx* expression within the pancreas are tightly regulated, and lower than expression within selected brain tissue, we reasoned that these cells would contain the necessary cellular machinery required for *Arx* transcriptional activity. 

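RNA was measured in alpha TC cells, a mouse cell line derived from the glucagon-producing cells of the pancreas, in 4 groups of 4 libraries: untransfected cells and cells given ARX-WT, ARX-S37AS67A or ARX-S174A. Each construct carried human ARX cDNA and the reads were counted on mouse genes, so the count for Arx adds endogenous mouse Arx to those reads of the human cDNA that aligned to it. Arx (chromosome X, 93286507 to 93298357 of mm10) stood at 9.37 ± 2.38 CPM, counts scaled to a common library size, in untransfected cells, at 26800 ± 4450 with ARX-WT, at 16800 ± 2880 with ARX-S37AS67A and at 23500 ± 6340 with ARX-S174A (SD, n = 4 each). Over untransfected cells Arx rose by a log2 fold change of 11.43 (standard error 0.32) with ARX-WT, 10.75 (0.34) with ARX-S37AS67A and 11.24 (0.40) with ARX-S174A, with adjusted p = 7.08e-07, 4.45e-06 and 1.36e-05 from the quasi-likelihood test of edgeR. Gcg (chromosome 2, 62474530 to 62483653), which encodes glucagon, was at 9490 ± 5650 CPM in untransfected cells, where replicate 4 held 2240, and at 11100 ± 250, 11300 ± 1430 and 10500 ± 783 with ARX-WT, ARX-S37AS67A and ARX-S174A.
Some libraries also held transcripts of other cell types. A list of 13 plasma cell genes, such as Jchain and Irf4, summed to 4080 CPM in untransfected replicate 4, 705 in ARX-S37AS67A replicate 4, 533 in ARX-S174A replicate 1 and 143 to 201 in the others. In untransfected replicate 4, 10 of the 13 were at 5 CPM or more. Not all members were high there: Cd38 had 0 CPM, Tnfrsf17 1.94, Mzb1 6.17 and Derl3 4.74. The name of the list is therefore used below as a label, and the cell type of the source is not settled by it. A list of 8 smooth muscle genes, such as Myh11 and Acta2, summed to 1460 CPM in untransfected replicate 3. It summed to 58.8 in ARX-WT replicate 1, 44.9 in untransfected replicate 1 and 2.03 to 20 elsewhere. A list of 8 rod photoreceptor genes, such as Rho, summed to 208 and 58.2 in ARX-WT replicates 3 and 4 and at most 6.24 elsewhere. Where 6 libraries with foreign transcripts are left out below, ARX-WT replicate 1 and untransfected replicate 1 were kept.
The values analysed were the authors' deposited counts per gene. Pairs of groups were compared over 12029 to 12272 genes that passed the low-count filter of edgeR, after scaling by the trimmed mean of M-values, with p-values adjusted over all genes tested by the method of Benjamini and Hochberg. The paper's thresholds were applied beside that as an unadjusted p of 0.05 and an absolute log2 fold change of 1. Because the paper describes the 4 libraries of a group as technical replicates collected across 4 transfections, the p-values measure the spread between these samples of a single cell line, and the control is described only as untransfected, so comparisons with it may combine ARX with the transfection itself.

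**Figure D1:**
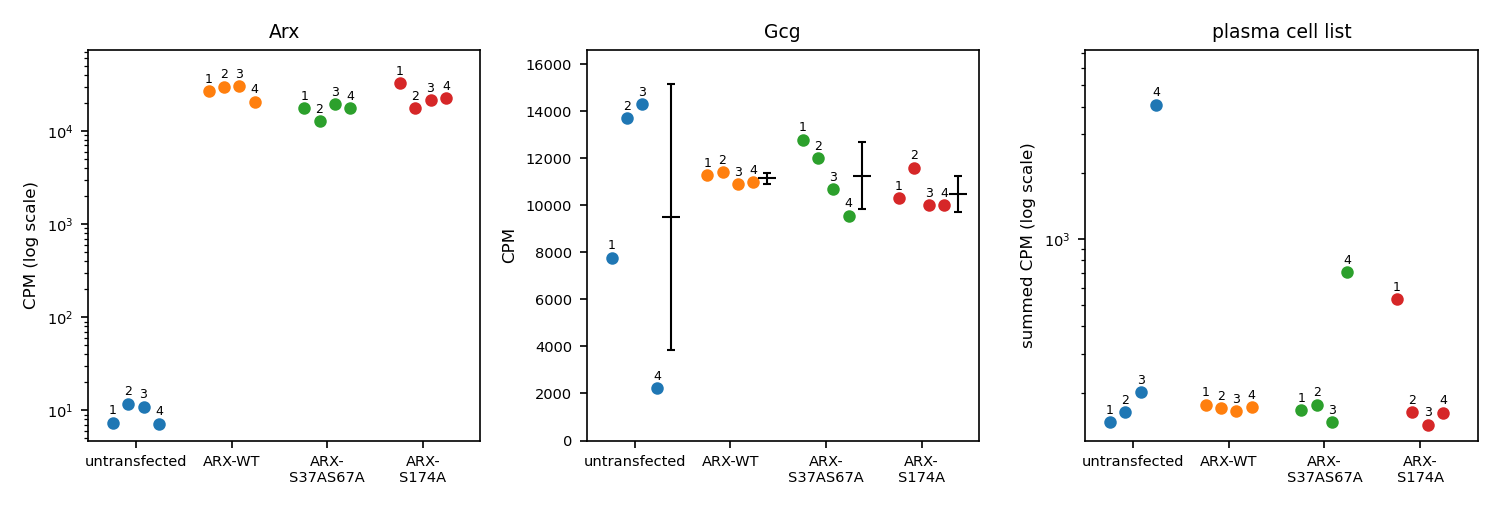
Arx, Gcg and the summed plasma cell list in CPM in each of the 16 libraries. Numbers give the replicate, the scales for Arx and the plasma cell list are logarithmic, and bars for Gcg show the mean ± SD of 4 libraries. CPM here are scaled by library size alone.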

Transcriptomes of cells transfected with ARX-WT and phospho-null mutants were compared to transcriptomes of the untransfected cells to determine specific gene expression changes triggered by phosphorylated/phospho-null ARX. In all experiments, we achieved similar transfection efficiencies as determined by immunofluorescence. Individual genes were considered to be differentially expressed with a significance threshold of log2FC<±1, P>0.05 applied to the analysis. 

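In RNA sequencing, 10 of the genes that S1 Text names for measurement by qRT-PCR spread over both directions with ARX-WT. Jun (chromosome 4, 95049036 to 95052222), an immediate early transcription factor of the AP-1 complex, was at 86.3 ± 14.7 CPM with ARX-WT and 39.7 ± 9.13 in untransfected cells (SD, n = 4; log2 fold change 1.12, standard error 0.22). Hey1, a transcriptional repressor downstream of Notch, and Chga, which encodes the granule protein chromogranin A, had estimates of 0.89 (0.47) and 0.26 (0.40). Timm8a1 (chromosome X, 134537256 to 134541670), which encodes a chaperone for import into mitochondria, was at 0.632 ± 0.102 CPM against 4.77 ± 4.58 (log2 fold change -2.91, standard error 0.73). Rhob, a small GTPase, was at -1.78 (0.73), Pcbd2, a cofactor of HNF1, at -1.72 (0.59) and Aff1, a subunit of the super elongation complex, at -1.51 (0.62). Ddost, Calr and Gnb1 had -0.16 (0.16), -0.15 (0.37) and -0.03 (0.12).
None of these 10 genes passed a threshold of 0.05 on the adjusted p of edgeR over all genes, where each had an adjusted p of 0.824 or above. Aff1 was at 200 ± 216 CPM in untransfected cells, most of it in replicate 4, and without ARX-S37AS67A replicate 4, ARX-S174A replicate 1 and untransfected replicate 4 its estimate was -0.41 (0.20), that of Rhob -0.74 (0.39) and that of Pcbd2 -0.83 (0.46). Timm8a1, at 9.03 CPM in untransfected replicate 4, had -1.96 (0.84) without that library, and Calr, at 2210 CPM there and 782 to 1250 in the other untransfected libraries, had 0.39 (0.13), and Chga -0.04 (0.12). Hey1 was at 5.24 CPM in untransfected replicate 4 and 30.9 to 48.2 in the other untransfected libraries. Without the 6 libraries with foreign transcripts Rhob had 0.09 (0.26), so its direction depended on them.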

Validation of RNASeq analysis showed a correlation of deregulation detected by qRT-PCR (S7 Fig). To investigate genes deregulated in alpha TC cells either expressing ARX WT, or ARX phosphorylation mutants we compared functional enrichment analysis of gene ontology (GO) terms for biological processes (S1 Table), cellular component (S2 Table) and molecular function (S3 Table). Genes with a log2 fold change with +/->1 cutoff value were used as the input into EnrichR (23). This analysis highlights some of the pathways that may be deregulated in response to the ablation of different phosphorylation sites, however, due to the modest list of deregulated genes used as the input for analysis we saw no significant enrichment of terms.

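Of 19 gene lists tested with ARX-WT, the heat shock chaperones moved most clearly, and they were higher. They passed by camera, a test of gene lists, when adjusted over lists. By fry, a second such test with the same adjustment, 0 lists passed with ARX-WT, ARX-S37AS67A or ARX-S174A against untransfected cells. Hsph1 (chromosome 5, 149616843 to 149636498), an HSP110 chaperone, had a log2 fold change of 0.92 (standard error 0.17), Hsp90aa1, the inducible cytosolic HSP90, 0.48 (0.15), Hspd1, the mitochondrial HSP60, 0.40 (0.14), and Serpinh1, a collagen chaperone of the endoplasmic reticulum, 4.12 (1.08). Hspa1b, an inducible HSP70, had 3.75 (1.22), an uncertain value because its near-identical neighbour Hspa1a shares its reads. The size of these last changes hung on untransfected replicate 3, without which Serpinh1 had 6.05 and Hspa1b 5.33. These 5 genes passed when p was adjusted over the list alone, and no member passed over all genes in edgeR, while DESeq2 with and without its prior, and edgeR with all 16 libraries together, called Hsph1. Hspe1, Hspa8 and Dnaja1 lay lower at -0.86, -0.43 and -0.19, so that 7 of 10 members were higher, with a median of 0.35.
The camera test with its preset correlation of 0.01 gave the list an adjusted p of 2.22e-06, and p = 0.00147 with an estimated correlation. With ARX-S37AS67A its median was 0.26 (adjusted p = 0.000942; p = 0.008 with an estimated correlation) and with ARX-S174A it was 0.27 (adjusted p = 0.00247; p = 0.0118 with an estimated correlation), both by camera. Adjusted over lists with an estimated correlation, the list passed with ARX-WT (camera, adjusted p = 0.0279) and not with ARX-S37AS67A (0.16) or ARX-S174A (0.236), and with ARX-WT it no longer passed once any library was left out (0.052 to 0.191) or with the replicate number as a block (0.312).
Alpha cell markers were called higher with all 3 constructs under the preset correlation, in 9 of 10, 10 of 10 and 10 of 10 genes, with medians of 0.26, 0.32 and 0.27 (camera, adjusted p = 0.0107, 0.0051 and 0.0118). The call did not hold with an estimated correlation (p = 0.328, 0.286 and 0.331), and the alpha cell markers were low in untransfected replicate 4, without which their medians were -0.04, 0 and -0.01. The same held for other endocrine genes (medians 0.30, 0.22 and 0.17; camera, adjusted p = 0.00212, 0.0108 and 0.0128; p = 0.352, 0.426 and 0.452 with an estimated correlation), with medians of 0, -0.1 and -0.13 without that library. Cholesterol synthesis genes had medians of 0.15 with ARX-WT and 0.19 with ARX-S174A (camera, adjusted p = 0.0225 and 0.00604; p = 0.388 and 0.304 with an estimated correlation), down to 0.05 without untransfected replicate 1 and 0.05 without untransfected replicate 4. With ARX-S37AS67A the extracellular matrix list had a median of -1.09 (camera, adjusted p = 0.0204; p = 0.148 with an estimated correlation) and the delta, PP and epsilon cell list, of which only Ghrl (1.06) and Rbp4 (-0.16) were tested, 0.45 (camera, adjusted p = 0.0446; p = 0.0506 with an estimated correlation), and with ARX-S174A the mesenchymal list had -3.56 (camera, adjusted p = 0.0257; p = 0.188 with an estimated correlation). The mesenchymal list includes the smooth muscle genes Acta2 and Tagln that were high in untransfected replicate 3, without which its median was -0.55 and that of the extracellular matrix list -0.25. Without untransfected replicate 4 the list with Ghrl and Rbp4 had 0.27. Beta cell markers, reported ARX targets and interferon genes did not pass with ARX-WT (medians 0.17, -0.23 and -0.02; camera of limma, adjusted p = 0.101, 0.643 and 0.288). Gene lists were tested in place of GO terms, and membership of each list was set from knowledge of the genes.

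**Figure D2:**
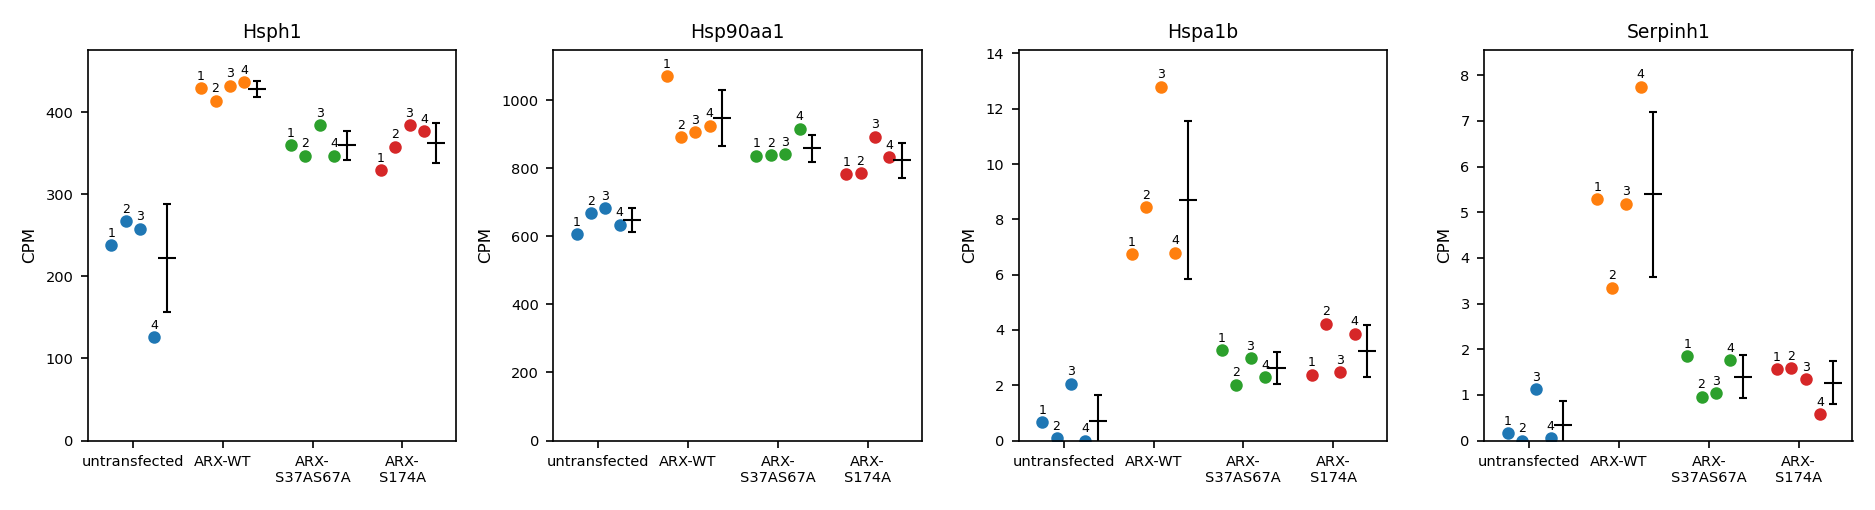
Hsph1, Hsp90aa1, Hspa1b and Serpinh1 in CPM in each library of the 4 groups. Numbers give the replicate and bars the mean ± SD of 4 libraries, with CPM scaled by library size alone.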

Overexpression of ARX–WT resulted in 70 genes significantly deregulated compared to the untransfected alpha TC cells (Fig 4A) (Data has been submitted to Gene Expression Omnibus under the GEO accession number: GSE105113). 

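With ARX-WT, most genes past the paper's thresholds were lower than in untransfected cells, and the clearest single genes were higher. Tgfb2, a secreted growth factor of the TGF-beta family, was at 10.7 ± 0.675 CPM against 3.74 ± 0.541 (SD, n = 4; log2 fold change 1.51, standard error 0.30), and Gpd1, the cytosolic glycerol-3-phosphate dehydrogenase, had 1.91 (0.46). Ltbp4, which holds latent TGF-beta in the matrix, was at 4.91 ± 0.808 CPM against 12.4 ± 3.75 (-1.33, 0.33), and Harbi1, a gene derived from a transposase, had -1.09 (0.29). Ggnbp2os was at 1.47 ± 0.199 CPM against 5.89 ± 2.27, an uncertain value because it overlaps Ggnbp2 on the opposite strand. St6gal1, a sialyltransferase of B lineage and liver cells, had 3 counts in the ARX-WT libraries against 2393 and a log2 fold change of -7.09 (1.89). Untransfected replicate 4 held 2341 of the 2393, and without it the log2 fold change of St6gal1 was -3.91 (1.41).
In edgeR only Arx itself passed an adjusted p of 0.05, and 430 of 12103 genes had an unadjusted p below it. The paper's thresholds held 319 genes, 45 of them higher and 274 lower, a count that moved with the setting: one fit of all 16 libraries had 876 (99 higher, 777 lower), DESeq2 with its fold change prior had 97 (36 higher, 61 lower), the replicate number as a block 75 (39 higher, 36 lower), and leaving out the 6 libraries with foreign transcripts 130 (79 higher, 51 lower). DESeq2 called 4 genes on the adjusted p (Arx, Hsph1, Jun and Tgfb2) with and without its fold change prior. Leaving out untransfected replicate 4, which held the plasma cell transcripts, changed the 319 to 123 and the adjusted calls to 3, namely Arx, Hsph1 and Hsp90aa1. Without untransfected replicate 1, 2 or 3 the thresholds held 543, 650 or 581 genes, and without ARX-WT replicate 1, 2, 3 or 4 they held 177, 177, 179 or 148. A simulated 2-fold change was recovered at an adjusted p of 0.05 for 11.1% of genes and a 4-fold change for 56.1%.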

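Genes lower with ARX-WT made up 85.9% of those past the paper's thresholds. Lymphoid genes such as St6gal1 were among them, and untransfected replicate 4 held a median of 78.5% of the summed CPM that the untransfected libraries had of a lower gene. Without untransfected replicate 4 the share was 54.5%, and 20 of the 274 lower genes still passed, against 30 of the 45 higher genes. Without untransfected replicate 1, 2 or 3, 267, 269 or 260 of the lower genes still passed.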

Of the 70 genes, we saw 53% of these were downregulated when compared to untransfected alpha TC cells. When ablation of phosphorylation sites p.S174A or p.S37A67A in ARX were tested, there were 92 and 52 genes significantly impacted, respectively (Fig 4B). 

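Both mutants shared with ARX-WT a higher level of Jun, Hsph1 and Stmn4. Jun had a log2 fold change of 0.87 (standard error 0.21) with ARX-S37AS67A and 0.99 (0.20) with ARX-S174A, and Hsph1 0.66 (0.17) and 0.68 (0.17). Stmn4, a neuronal regulator of microtubules, had 1.52 (0.33) and 1.09 (0.27). With ARX-S37AS67A, Fam160a1 had 1.59 (0.42), Khk, which encodes ketohexokinase, -1.74 (0.44), Sdr42e1, an oxidoreductase, -1.67 (0.43), Rabac1, a membrane protein that binds prenylated Rab GTPases, -0.64 (0.16), and the ribosomal protein gene Rps29 -0.51 (0.13). With ARX-S174A, D630003M21Rik had 2.00 (0.37), Rpp21, a subunit of RNase P, -0.89 (0.23), Chn1, a GTPase-activating protein for Rac, -4.36 (1.09), and the matrix gene Myoc -6.38 (1.43). Chn1 and Myoc were highest in untransfected replicate 3, which held the smooth muscle transcripts, and without it Myoc had -3.90.
By edgeR only Arx passed an adjusted p of 0.05 in either comparison, and the other genes named here had an adjusted p of 0.917 with ARX-S37AS67A and 0.825 with ARX-S174A. Unadjusted p-values below 0.05 were found for 243 of 12160 genes and 276 of 12272. The paper's thresholds held 119 genes with ARX-S37AS67A, 33 higher and 86 lower, and 153 with ARX-S174A, 38 higher and 115 lower. DESeq2 without its fold change prior called 2 genes with ARX-S37AS67A (Arx and Des) and 11 with ARX-S174A, and with the prior 1 and 3. Leaving out untransfected replicate 1, 2 or 3 gave 230, 283 or 211 genes past the thresholds with ARX-S37AS67A and 349, 441 or 341 with ARX-S174A. ARX-S37AS67A had 76, 76 or 183 without its own replicate 1, 3 or 4, and ARX-S174A 98, 88 or 84 without its own replicate 2, 3 or 4.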

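In the mutants, too, genes past the paper's thresholds lay mostly lower: 72.3% of them with ARX-S37AS67A and 75.2% with ARX-S174A. This did not hold in every setting: with the replicate number as a block ARX-S174A had 33 higher and 27 lower (45% lower), and without the 6 libraries with foreign transcripts there were 56 higher and 59 lower with ARX-S37AS67A and 80 and 80 with ARX-S174A. Many of the lower genes were carried by untransfected replicate 4, the library with plasma cell genes such as Jchain, which held a median of 40.1% and 52% of their summed CPM in untransfected cells. Without it the shares were 53.4% and 57.4%, and 37 of 86 and 37 of 115 lower genes still passed, against 15 of 33 and 22 of 38 higher genes. Without untransfected replicate 3, with its smooth muscle genes such as Myh11, 66 and 91 of the lower genes still passed.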

Of the genes impacted by the phospho-null mutants, 75% were downregulated for both ARX-S37AS67A and ARX-S174A. Next, we compared the 70 genes that were changed in ARX-WT (black) alpha TC cells to the genes deregulated in the phospho-null mutants (p.S174A, pink and p.S37AS67A, blue). This analysis shows that the ablation of phosphorylation at these sites lead to a partial loss of function, with 73% (51/70) and 60% (42/70) of genes no longer being significantly deregulated in ARX-S37AS67A and ARX-S174A, respectively (Fig 4C, left panel). 

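The genes past the paper's thresholds with ARX-WT mostly missed them in the mutants, and few of them differed when mutant and ARX-WT cells were compared directly. Arx mRNA itself was lower with ARX-S37AS67A than with ARX-WT (log2 fold change -0.69, standard error 0.10; edgeR, adjusted p = 0.00732), and with ARX-S174A it had -0.19 (0.13) and did not pass. Without ARX-S174A replicate 1, which held plasma cell transcripts, Arx had -0.40 and again did not pass, and without all 6 libraries with foreign transcripts it had -0.48 and passed (edgeR, adjusted p = 0.00017). The fall of Arx with ARX-S37AS67A did not pass without ARX-WT replicate 1, 2 or 3, in DESeq2 with or without its prior, or with all 16 libraries in one fit, though its estimate stayed between -0.80 and -0.58 with any library left out.
Of the ARX-WT genes, 282 (88.4%) missed the thresholds with ARX-S37AS67A and 264 (82.8%) with ARX-S174A, 247 and 232 of them lower with ARX-WT. Those past the thresholds with ARX-WT and ARX-S37AS67A numbered 37, with ARX-WT and ARX-S174A 55, and with all 3 constructs 27, of which 18 were lower and 9 higher. In the direct comparison, 18 of 289 tested genes differed between ARX-S37AS67A and ARX-WT with p adjusted over the list alone, among them B2m, Cd74, H2-K1, Srgn, Cd93 and Rhox5, which were high in untransfected replicate 4 and, next to it, in ARX-S37AS67A replicate 4, as were the plasma cell genes. Between ARX-S174A and ARX-WT 3 of 283 differed, namely Gsto1, an omega-class glutathione transferase, Gsn, an actin-severing protein, and Frzb, a secreted inhibitor of Wnt. Gsto1 was at 282 CPM in untransfected replicate 4, with its plasma cell genes, and at 32.6 to 46.4 in the other untransfected libraries. It was also higher in ARX-S174A replicates 2 to 4 (38 to 44) than with ARX-WT (22.5 to 31.9). Gsn was at 106 CPM in untransfected replicate 3, with its smooth muscle genes, so a foreign source of it is not excluded. Estimates leaned back toward untransfected cells for 278 of the 289 and 272 of the 283 tested genes, which a choice of genes by their size in ARX-WT gives in part by itself. Foreign transcripts push the same way. Of 72 genes high in untransfected replicate 4, ARX-S37AS67A replicate 4 and ARX-S174A replicate 1 held a median of 13.2% and 8.9%, and ARX-WT libraries at most 0.0803%. How much of the lean is left beyond these was not tested.
The paper concludes a partial loss of function from the shares of ARX-WT genes missing in the mutants. For ARX-S174A it also reports qRT-PCR of Atf3 and Lgi3, on which these shares have no bearing. How large such a share is without any mutation could be read only from pairs of ARX-WT libraries, not from groups of 4: of a mean of 111 genes past the thresholds in a pair, 83.3% missed them in the other pair of ARX-WT libraries, 89.3% in pairs of ARX-S37AS67A and 89.7% in pairs of ARX-S174A. Without untransfected replicate 4 the pairs held a mean of 179 genes and these shares were 79.1%, 77.5% and 75.5%, and over all libraries the shares missing were 61.8% and 54.5%. Without untransfected replicate 3 they were 82.3% and 70.2%.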

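Genes past the paper's thresholds with ARX-S174A alone showed no difference from ARX-WT that passed when compared directly. Khk passed them with ARX-S37AS67A alone, Itga10, Slc2a4 and Ada with ARX-S174A alone, and Fam160a1, Hspa12b, Vim and Acta2 in both mutants, the last pair of them highest in untransfected replicate 3, which held smooth muscle transcripts. Only the genes of ARX-S174A alone were compared directly as a group. Of 66 genes past them with ARX-S174A alone, 52 were tested against ARX-WT: 31 were lower and 21 higher, with a median log2 fold change of -0.23. Of these genes 2 had an unadjusted p below 0.05 and 0 passed in edgeR with p adjusted over the list alone. Against ARX-S37AS67A, 55 were tested, with a median of -0.33, 3 unadjusted and 0 adjusted over the list alone.
The genes of ARX-S174A alone were 49 lower and 17 higher (74.2% lower), those of ARX-S37AS67A alone 35 lower and 15 higher among 50, and those of both mutants 24 lower and 8 higher among 32. Without untransfected replicate 4, 17 of the 66 still passed in ARX-S174A, and without replicate 3, 47. The number for ARX-S174A alone was 125, 145 or 126 without untransfected replicate 1, 2 or 3, that for ARX-S37AS67A alone was 76 without untransfected replicate 4, and that for both mutants was 51 or 56 without untransfected replicate 1 or 2. It was 16, 20 or 20 without ARX-S37AS67A replicate 1, 2 or 3 and 16, 19 or 18 without ARX-S174A replicate 2, 3 or 4.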

Loss of phosphorylation at the sites tested resulted in significantly altered expression of an additional 45 genes (82% with reduced expression) for ARX-S174A and 14 genes for ARX-S37AS67A and another 19 genes for both mutations that were not impacted by ARX-WT overexpression (Fig 4C, right panel). 

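The 11 genes starred in Fig 4C, picked by the study on these samples and so not independent evidence, were mostly lower with ARX-S174A. Pax4 itself (chromosome 6, 28442334 to 28449340), the transcription factor that opposes Arx in islet development, had 0 counts in all 16 libraries. Hspa12b, a distant HSP70 relative, was higher with a log2 fold change of 1.61 (standard error 0.44), and Evpl, which encodes envoplakin of the cornified envelope, had 1.50 (0.68). Of the 7 lower genes, Slc2a4, the insulin-responsive glucose transporter GLUT4, had -2.03, Ada, adenosine deaminase, -2.07, Hsd11b1, which reactivates glucocorticoids, -2.69, Itpkb, an inositol trisphosphate kinase of lymphoid and other cells, -3.97 (1.41), Lrp5, a Wnt coreceptor, -1.53, Abi3 -1.39 and the integrin gene Itga10 -1.11 (0.29). Slc2a4, Ada, Hsd11b1 and Evpl were highest among untransfected libraries in replicate 4, without which Slc2a4 had -1.31, Ada -1.17 and Evpl 2.72, and Itpkb and Lrp5 in replicate 3.
In edgeR 9 of the 11 were expressed highly enough to be tested, and 8 passed with p adjusted over the list alone and 0 over all genes. The paper's thresholds were passed by 8 with ARX-S174A, by 2 of 8 tested with ARX-S37AS67A and by 2 of 10 with ARX-WT, and between ARX-S174A and ARX-WT by 0 of 5. Without ARX-S37AS67A replicate 4, ARX-S174A replicate 1 and untransfected replicate 4, 6 of the genes passed them with ARX-S174A. Motif enrichment in promoters was not analysed here.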

Of the 45 genes significantly altered by the phospho-null ARX-S174A mutant, using Enrichr, a enrichment analysis tool [23], we saw a significant enrichment of genes (Adjusted p-value = 0.02948) with a PAX4 transcription factor DNA binding motif within the promoter region (indicated by a star in Fig 4C, right panel) [23].

**Fig 4:**
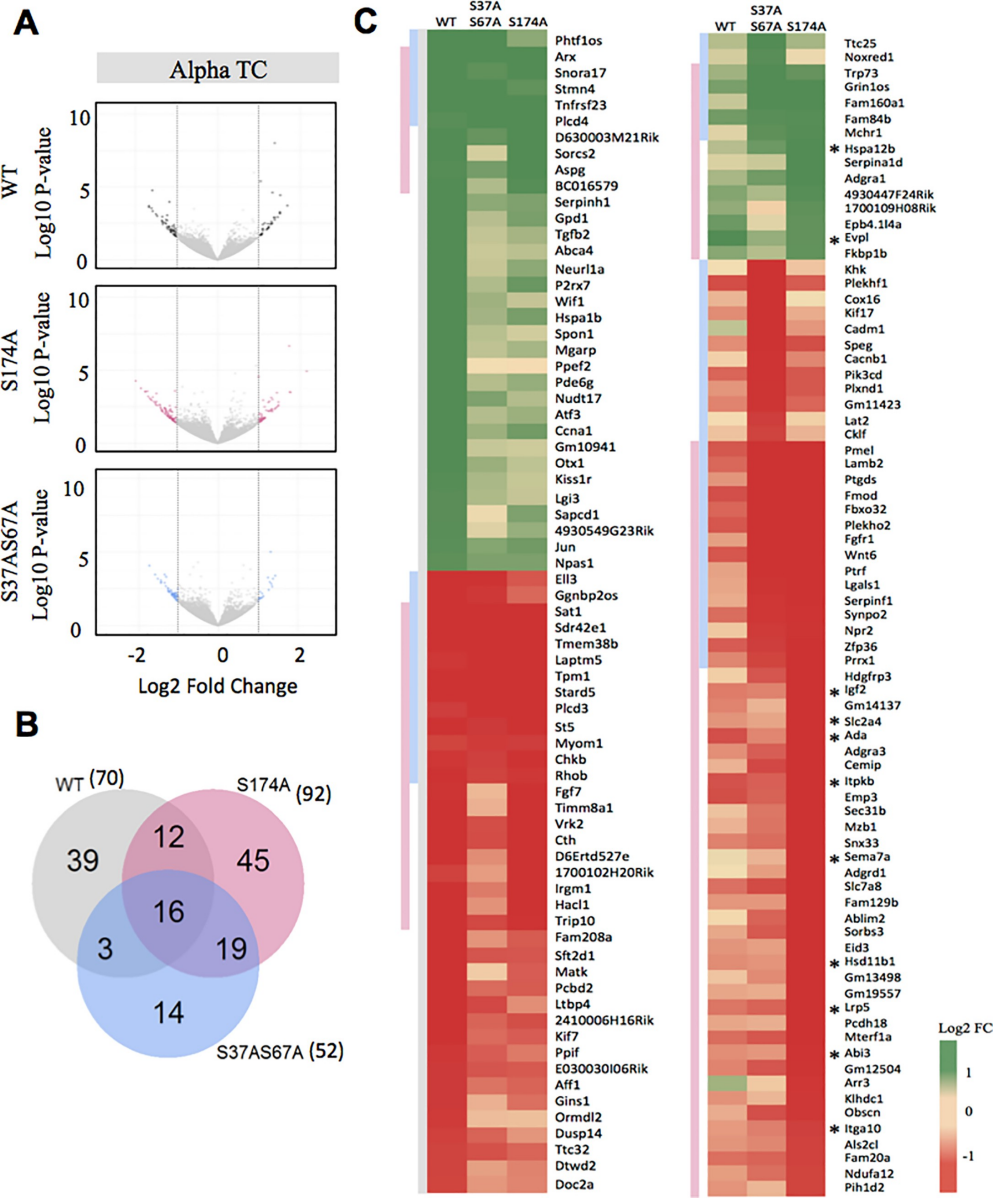
Transcriptional changes due to the loss of phosphorylation sites in ARX. (A) RNASeq analysis looking at the transcriptional changes by ARX-WT and two phospho-null constructs, ARX-S174A and ARX-S37AS67A overexpressed in alpha TC cells. The x-axis represents log2 expression fold-change in UT vs. WT/S174A/S37AS67A and the y-axis represents P-value (-log10). Up-regulated genes (P-value < 0.05 & log2-FC > 1.0) and down-regulated genes (P-value < 0.05 & log2-FC < -1) are shown in colour. (B) The numbers and overlap of the total number of significantly deregulated genes in RNASeq analysis using alpha TC cells by ARX-WT (grey), ARX-S174A (pink) and ARX-S37AS67A (blue). (C) Heatmap of the significantly deregulated genes (rows) by ARX-WT, ARX-S174A and ARX-S37AS67A (columns). The left panel lists the genes significantly deregulated by ARX-WT and the corresponding transcriptional changes for the same genes by ARX-S174A and ARX-S37AS67A. The right panel highlights the additional genes deregulated by either phospho-null mutant ARX-S17A or ARX-S37AS67A or both indicated by the pink or blue bars on the left on the heatmap. Genes with a PAX4 motif within the promoter region are indicated by a star.

### The function of ARX as a transcriptional regulator requires the C-terminal region that binds and co-localises PICK1

To examine the role of PICK1 binding impacting the transcriptional activity of ARX, we removed the c-terminal region of ARX that was initially used to establish PICK1 as a binding partner. Hence, we introduced a stop codon at p.R472X lead to truncation of the protein at p.471. This c-terminal truncated protein displayed the same subcellular nuclear localisation pattern as the full length ARX WT protein (Fig 5A). This was not unexpected, with the homeodomain and flanking nuclear localisation sequences of ARX known to be necessary and sufficient to localise the protein to the nucleus [20]. When PICK1 was co-transfected with ARX-WT there was no change to the localisation pattern of the ARX protein. In contrast, PICK1 protein shifts from a predominate cytoplasmic localisation (89.5%) when overexpressed alone, to being co-located with ARX in the nucleus in co-transfected cells (15% cytoplasmic vs 63% nuclear) (Fig 5A). However, this shift of PICK1 protein to the nucleus was not observed when co-transfected with the C-terminal truncated ARX 1–471 protein (Fig 5A). Instead, the majority of co-transfected cells display PICK1 still in the cytoplasm (53%) with increased numbers of cells with either the PICK1 protein localised more diffusely in both the nucleus and cytoplasm (20%) or in cells with abnormal protein localisation (17%) of both PICK1 and ARX 1–471 protein. Next, we compared the impact of the c-terminal region of ARX binding to PICK1 on the transcriptional activity of the ARX protein. ARX WT overexpression in alpha TC cells results in transcriptional activation of *Aft3* and *Lgi3* genes by RNASeq analysis. This activation is confirmed by qRT-PCR from multiple transfections. 

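Atf3 (chromosome 1, 191170296 to 191183333), a stress-induced transcription factor of the ATF/CREB family, was at 18.4 ± 2.43 CPM with ARX-WT and 6.13 ± 4.34 in untransfected cells (SD, n = 4; log2 fold change 1.59, standard error 0.59). Every ARX-WT library lay above every untransfected library (exact permutation p = 0.0286, the smallest that 4 against 4 allows), and p adjusted over the 15 gene and group tests of this kind was 0.0613. Lgi3 (chromosome 14, 70528547 to 70538324), a secreted leucine-rich repeat protein, had an estimate of 1.94 (0.77) and an exact permutation p of 0.0857. Its counts were low, from 2 to 34 in a library.
Over all genes neither passed in edgeR (unadjusted p = 0.0245 for Atf3 and 0.0331 for Lgi3, adjusted p = 0.824 for each). Leaving out single libraries moved the estimate for Atf3 between 1.23 and 2.04 and that for Lgi3 between 1.64 and 2.32. Both were lowest in untransfected replicate 4, where alpha cell markers were low as well. Atf3 was at 0.889 CPM there and 4.29 to 11.8 in the other untransfected libraries, and Lgi3 at 0.21 against 0.382 to 1.25.

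**Figure D3:**
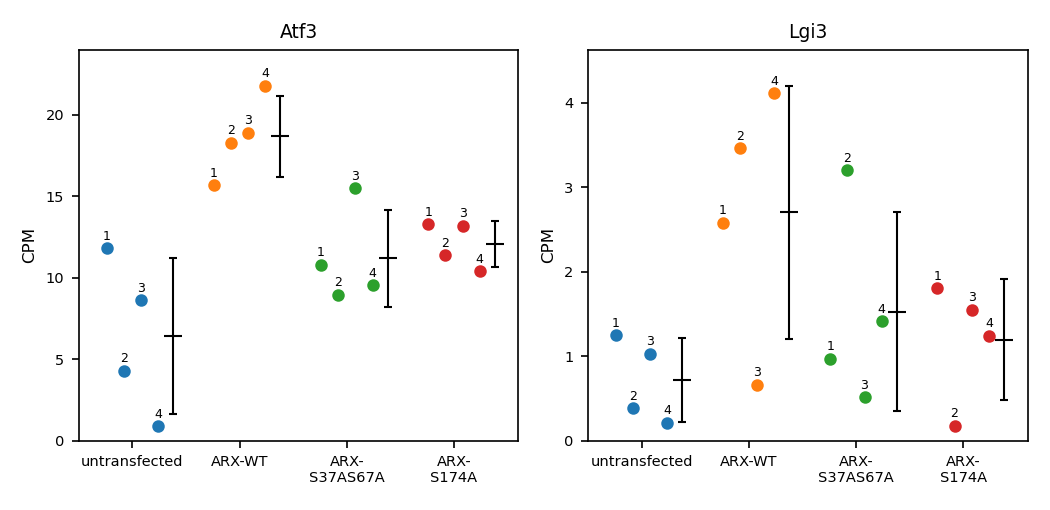
Atf3 and Lgi3 in CPM in each library of the 4 groups. Numbers give the replicate and bars the mean ± SD of 4 libraries, with CPM scaled by library size alone.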

Although the phospho-null S174A mutant does not abolish the overall transcriptional activity of ARX protein, the post-translation modification at S174 is required for adequate transcriptional activation of these specific gene targets by qRT-PCR (Fig 5B). The outcome agrees with the RNASeq analysis for S174A (Fig 4C). 

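With ARX-S174A, Atf3 lay between untransfected and ARX-WT cells. Against ARX-WT it had a log2 fold change of -0.63 (standard error 0.19), with every ARX-S174A library below every ARX-WT library (exact permutation p = 0.0286, adjusted 0.0613 over the 15 tests), and against untransfected cells 0.96 (0.58; exact permutation p = 0.0571). Lgi3 had -1.14 (0.71) against ARX-WT and 0.80 (0.75) against untransfected cells (exact permutation p = 0.229 and 0.486). In ARX-S37AS67A cells Atf3 had -0.75 (0.24) against ARX-WT, again with no overlap between libraries, and 0.84 (0.61) against untransfected cells (exact permutation p = 0.143), and Lgi3 had 1.12 (0.74) against untransfected cells (exact permutation p = 0.2).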

Interestingly, we demonstrate that the truncation of the c-terminal region of ARX that is required to bind and co-localise PICK1 displays a loss of transcriptional activation comparable to the S174A mutant in relation to the ARX WT activity for *Aft3* and *Lgi3* genes tested (Fig 5B).

**Fig 5:**
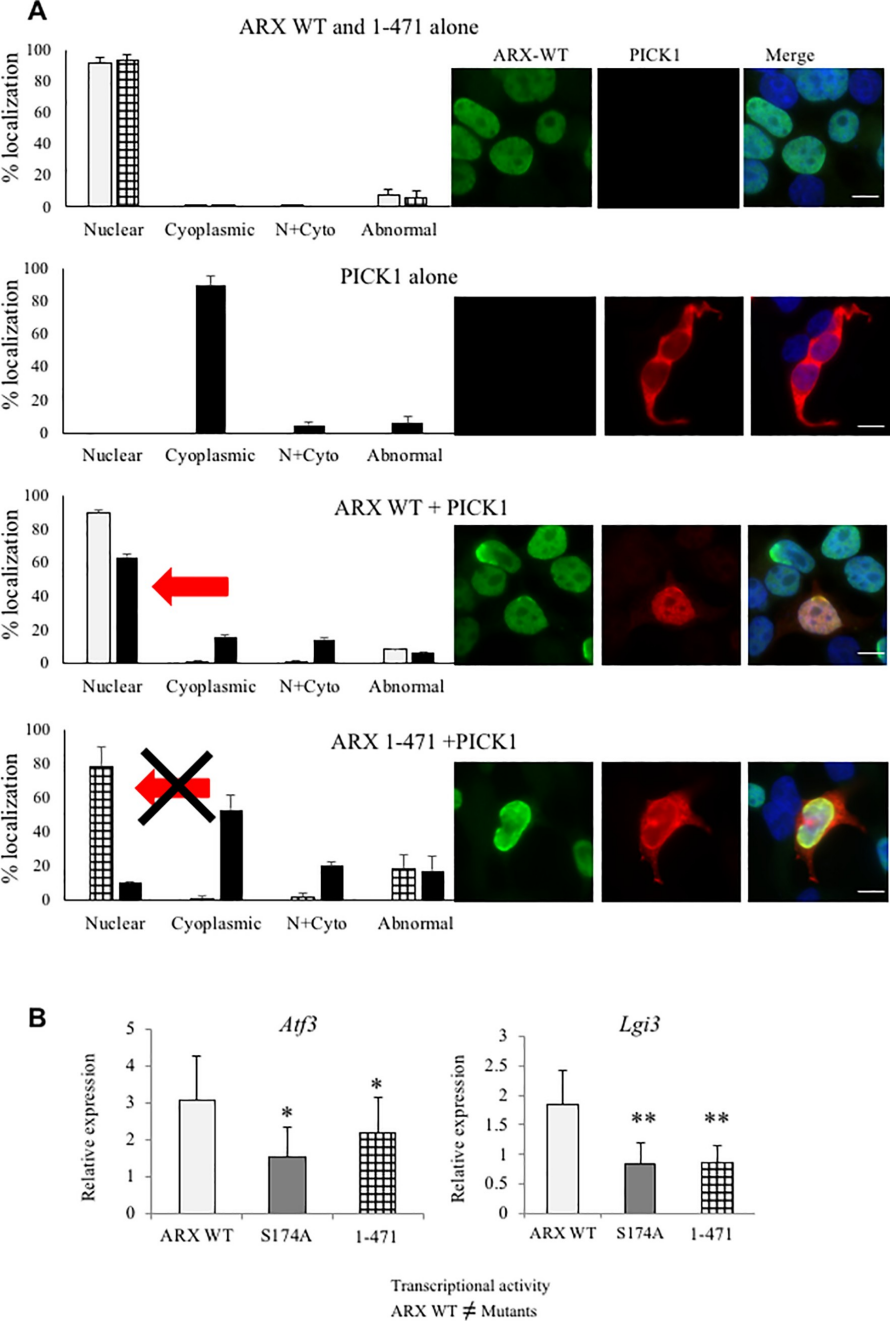
C-terminal region of ARX is required to bind and co-localise PICK1 and aspects of transcriptional activity. **A)** Left hand panel shows graphs depicting the percentage of transfected cells with nuclear, cytoplasmic, both nuclear and cytoplasmic or abnormal subcellular localisation for ARX-WT (grey), ARX 1–471 (cross hatched), PICK1 (black) and when co-transfected. The percentage of cells was determined from ARX-WT alone (n = 850); PICK1 alone (n = 252), ARX 1–471 alone (n = 514), and co-transfected with ARX-WT and PICK1 (n = 260) and ARX 1–471 and PICK1 (n = 228) from at least two separate transfection reactions, 24 hours post transfection. The right-hand panel shows pictomicrographs of the predominant subcellular localisation for each construct, with ARX proteins detected in green (Alexa-488) and PICK1 detected in red (Alexa-555), with the merged image on far right. Scale bar = 10μm. **B)** qRT-PCR analysis of changes to deregulated gene expression with ARX WT, S174A phospho-null mutant and the C-terminal truncated ARX 1–471 overexpressed in alpha TC. cDNA was prepared from total RNA extracted from transfected alpha-TC. Expression values measured by qRT-PCR were normalised to reference gene *Beta-Actin*. Individual graphs for each gene are shown relative to expression in mock transfected alpha-TC cells set at 1.0, with ARX WT (pale grey), S174A phospho-null mutant (dark grey) and C-terminal truncated 1–471 (cross hatched). Error bars indicate standard error of the mean from replicate cDNA samples prepared from repeat transfections. *P<0.05, **P<0.01 (one-tailed t-test of S174A or 1–471 mutant compared to ARX WT).

## Discussion

In this study, we have identified ARX as a multisite phosphoprotein. By LC-eSI-IT mass spectrometry, we were able to identify serine 37 and serine 67, both in the N-terminal region of the protein, as phosphorylation sites. Additional phosphorylation sites were indicated experimentally, but could not be resolved at the present time. We identified a novel ARX protein partner, PICK1, by yeast 2-hybrid and co-immunoprecipitation, which implicated PRKCA as the ARX phospho-modifying enzyme. We subsequently demonstrated that PRKCA phosphorylates ARX at multiple sites, including serine 174 as the major PRKCA phosphorylation target. We demonstrate that phospho-null mutants do not affect ARX transcriptional activity in HEK293T cells using an *in vitro* luciferase reporter assay. However, our study shows that phosphorylation at these three sites is very likely required for correct transcriptional activity of the ARX protein in a correct cellular context. Using a transcriptome-wide approach to analyse gene expression in pancreatic alpha TC cells we show that compared to untransfected cells, the significantly regulated gene expression with overexpression ARX-WT was markedly reduced with the double phospho-null mutant Ser37Ala+Ser67Ala and Ser174Ala. Generating a c-terminally truncated mutant of ARX, we confirm that the c-terminal region of ARX is required to bind PICK1 and show this binding causes a shift in PICK1 subcellular localisation to the nucleus to co-locate with the ARX protein. Moreover, we demonstrate that the c-terminal truncated mutant of ARX gives rise to the same loss of transcriptional activation as S174A mutant using qRT-PCR analysis of targets identified in RNA-Seq analysis. Our study demonstrates for the first time that ARX is phosphorylated at several sites and that phosphorylation is important for aspects of transcriptional activity.

Our data establishes that there are at least three novel phosphorylation sites across ARX, serines 37, 67 and 174. The two serine residues at the N-terminal region of the protein were identified using a LC-eSI-IT mass spectrometer. Detection by this method implies that a reasonable proportion of the overexpressed ARX-WT protein was post-translationally modified at these sites. Both are predicted to be substrates of CDK5 or GSK3. Cyclin-dependent kinase 5 (CDK5) ubiquitously expressed in mammalian tissues [24]. Within the nervous system, CDK5 is involved in a range of functions including neuronal migration. Glycogen Synthase Kinase-3 (GSK3) is a promiscuous protein kinase known to phosphorylate a diverse range of substrates. Almost all GSK3 substrates require a priming phosphorylated residue to be 4 amino acids C-terminal to the Serine/Threonine phosphorylated by GSK3, although unprimed GSK3 mediated phosphorylation has also been reported [25, 26]. There are no Serine or Threonine sites 4 amino acids C-terminal of serine 37 in ARX. We cannot rule out that a priming event may occur 4 amino acids C-terminally of serine 67 at serine 71 in ARX required for GSK3, however, we were not able to detect any priming event at this site by the current analysis.

The third phosphorylation site, serine 174 was identified and demonstrated to be a novel site phosphorylation by PRKCA. PKC translocates to different subcellular sites, generally from cytosolic to membrane, and phosphorylates and regulates its target proteins as a consequence of this translocation. Identifying this kinase modifying ARX at serine 174 was achieved through our identification of PICK1 as a novel interacting partner. As PICK1 is known to have a key role in PRKCA phosphorylation by linking PRKCA to its target proteins, we predict that the interaction of PRKCA with ARX to modify serine 174 is enhanced by the interaction with PICK1. Interestingly, PICK1 is expressed in many tissues with the highest expression found in the brain, followed by the testis (15). These are both sites in which ARX is also expressed [27, 28]. PICK1 is known to be localised to the cytoplasmic region of cells, in particular, the perinuclear region and associates with the mitochondria. PICK1 contains both a PDZ domain and a BAR domain, enabling multifunctional capacity to bind to a large selection of proteins, including more than one at a time. The PICK1-PRKCA interaction is formed between the PDZ domain of PICK1 and PDZ ligand of PRKCA [16]. The bait construct used to identify PICK1 as a binding partner of ARX consisted of the C-terminal portion of the ARX protein including the aristaless (OAR) domain. ARX belongs to a subset of paired class homeoproteins which are characterised by the presence of this conserved domain located in the carboxyl-terminal region known as the OAR domain. The presence of the aristaless domain in a subset of Paired-like homeodomain proteins and the invariable C-terminal location suggest that it has a molecular function that is inherently and directly related to the way these homeoproteins exert their function. A function as an activation domain in the Otp protein was proposed originally [29], but more recent studies including both *in vitro* and *in vivo* data suggests that the aristaless domain functions to attenuate transcriptional activation [10, 30, 31]. It has been proposed that intramolecular interactions between the aristaless domain and the N-terminus of these proteins lead to a protein conformation associated with a relatively inactive state of these transcription factors. Conceivably, intermolecular interactions *in vivo* would unfold the protein leading to its activation. Our finding of ARX-PICK1 binding through the C-terminal region of the ARX protein, including the OAR domain and PRKCA phosphorylation of ARX through PICK1, a scaffold protein, allowing PRKCA to access the phosphosite of ARX we predict drives this conformation change. Interestingly, a number of missense mutations across this C-terminal portion of the *ARX* gene including the *Aristaless* domain lead to Early Infantile Epileptic Encephalopathy (MIM#308350) or in one case the severe brain malformation phenotype of lissencephaly, X-linked 2 (MIM#300215). Further studies are required to assess if these missense mutations negatively impact on the capacity of the ARX protein to be phosphorylated and alter transcriptional capacity contributing to disease.

Post-translational modification of transcription factors can alter the dynamics by which they function [32]. Phosphorylation in particular, can have multiple consequences, including interference of the phospho-group with DNA binding leading to inactivation of the transcription factor, increased protein stability and interaction with putative partners, and consequently DNA binding and target gene activation [33–35]. In HEK293T cells we showed ablation of each serine site identified as modified by phosphorylation did not result in marked changes to the normal subcellular localisation of the protein (overexpression studies). Nor was there a loss of transcriptional capacity of our phospho-null constructs compared to ARX-WT using a luciferase reporter assay consisting of three copies of the orthologous region identified as an ARX-binding site in the enhancer region of Lmo1 upstream of SV40-luciferase. This outcome indicates that phosphorylation of the ARX protein at these sites is not required for the homeodomain of ARX to bind to DNA motif containing ‘TAATTA’, at least in this *in vitro* settting. As these phosphorylation sites fall outside of the homeodomain it is likely that each site may influence the affinity and selectivity of protein-DNA and/or protein-protein interactions. Hence, each site modified may contribute to altering transcriptional activity differently through promoting association with distinct molecular partner/promoter regions.

RNASeq was used to determine the transcriptional consequences of two phospho-null constructs, p.S37AS67A and p.S174A. When phosphorylation at these sites was blocked, the transcriptional capacity of ARX in the alpha TC pancreatic cell line in which Arx is known to have a role [7, 36], there was a considerable number of deregulated genes in mutant vs ARX-WT analysis. 

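Compared directly with ARX-WT, ARX-S37AS67A changed 5 genes. Malat1 (chromosome 19, 5795690 to 5802672), a nuclear long noncoding RNA, rose to 783 ± 103 CPM from 431 ± 44.5 (SD, n = 4; log2 fold change 0.86, standard error 0.09; adjusted p = 3.97e-05 by edgeR). Rmrp (chromosome 4, 43492785 to 43493059), the RNA of RNase MRP, fell by 1.68 (0.27; adjusted p = 0.0146 by edgeR), and Arx fell as well. In untransfected libraries Malat1 ranged from 439 to 618 CPM and Rmrp from 7.34 to 53.3, so that Rmrp there overlapped both groups. Vim (chromosome 2, 13574311 to 13582826), the intermediate filament of mesenchymal cells, fell by 4.32 (0.76; adjusted p = 0.0311 by edgeR), and A2m (chromosome 6, 121636165 to 121679238), a secreted protease inhibitor, had 0 counts against 157 and was at least 61.3-fold lower.
ARX-S174A changed 2 genes against ARX-WT: A2m, with 1 count against 157 (249-fold lower, 95% interval 44 to 9880 from counting error alone), and Vim, with 3 against 1144 (604-fold lower, 206 to 2930 likewise). Of the Vim counts with ARX-WT 836 lay in replicate 3, and of the A2m counts 77 and 35 lay in replicates 3 and 4, which also held rod photoreceptor transcripts. Without the 6 libraries with foreign transcripts Vim was called only with ARX-S174A and had -1.69 (0.64) with ARX-S37AS67A. A2m was then called with neither mutant, with ARX-WT down to 2 libraries, though these held 25 and 20 counts against 0 in ARX-S37AS67A replicates 1 to 3. Its log2 fold change with ARX-S174A was -6.08 (1.37) after -7.27 (0.99). The smooth muscle list summed to 58.8 and 20 CPM in ARX-WT replicates 1 and 2, against 2.03 to 6.08 in the mutants. A2m itself was highest in untransfected replicate 3 (76 CPM), which held most smooth muscle transcripts. A foreign source of A2m is therefore neither shown nor excluded. Malat1 was not called with ARX-S174A (0.62, 0.13; edgeR, adjusted p = 0.246), but it was without ARX-S174A replicate 2 (0.76) and, with Rmrp, with the replicate number as a block, so the mutants are not shown to differ in it.
The heat shock chaperones were lower with either mutant than with ARX-WT, in 9 of 10 and 11 of 11 genes, with medians of -0.14 and -0.13 (camera, adjusted p = 0.000128 and 2.26e-05; p = 0.0139 and 0.0022 with an estimated correlation). Adjusted over lists with an estimated correlation, the list did not pass for ARX-S37AS67A (camera, adjusted p = 0.278), and for ARX-S174A it passed with all libraries (0.0441) but not with any library left out (0.0734 to 0.206) or with the replicate number as a block (0.403). By fry, adjusted over lists, the heat shock list passed for ARX-S174A and not for ARX-S37AS67A. For ARX-S174A 0 lists passed by fry without ARX-WT replicate 1 or 2 or ARX-S174A replicate 2, or with the replicate number as a block. Without ARX-WT replicate 3 the ARX-S37AS67A median was -0.09. Hsph1 had -0.26 (0.07) and -0.24 (0.06), Serpinh1 -1.93 (0.57) and -2.07 (0.53), and Hsp90aa1 -0.16 (0.06) and -0.21 (0.06).
In edgeR 746 and 635 genes had an unadjusted p below 0.05, and the paper's thresholds held 116 (60 higher, 56 lower) and 97 (48 higher, 49 lower). DESeq2 without its fold change prior called 8 and 21 genes on the adjusted p, and with it 3 and 3. With at least 10 counts in every library edgeR called 3 (Arx, Malat1 and Rmrp) and 0, and with all 16 libraries together 0 and 0. Without a low-count filter it called 118 and 51. Between the mutants 0 genes passed in edgeR, 421 had an unadjusted p below 0.05, and DESeq2 called 0 with and without its prior. Some calls hung on single libraries. Against ARX-WT, ARX-S37AS67A had Malat1 alone without ARX-WT replicate 1 or 3, and 3, 3, 2 or 8 calls without its own replicate 1, 2, 3 or 4. ARX-S174A had Vim alone without ARX-WT replicate 3 or its own replicate 3 or 4, and 4 or 5 calls without ARX-WT replicate 2 or 4.

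**Figure D4:**
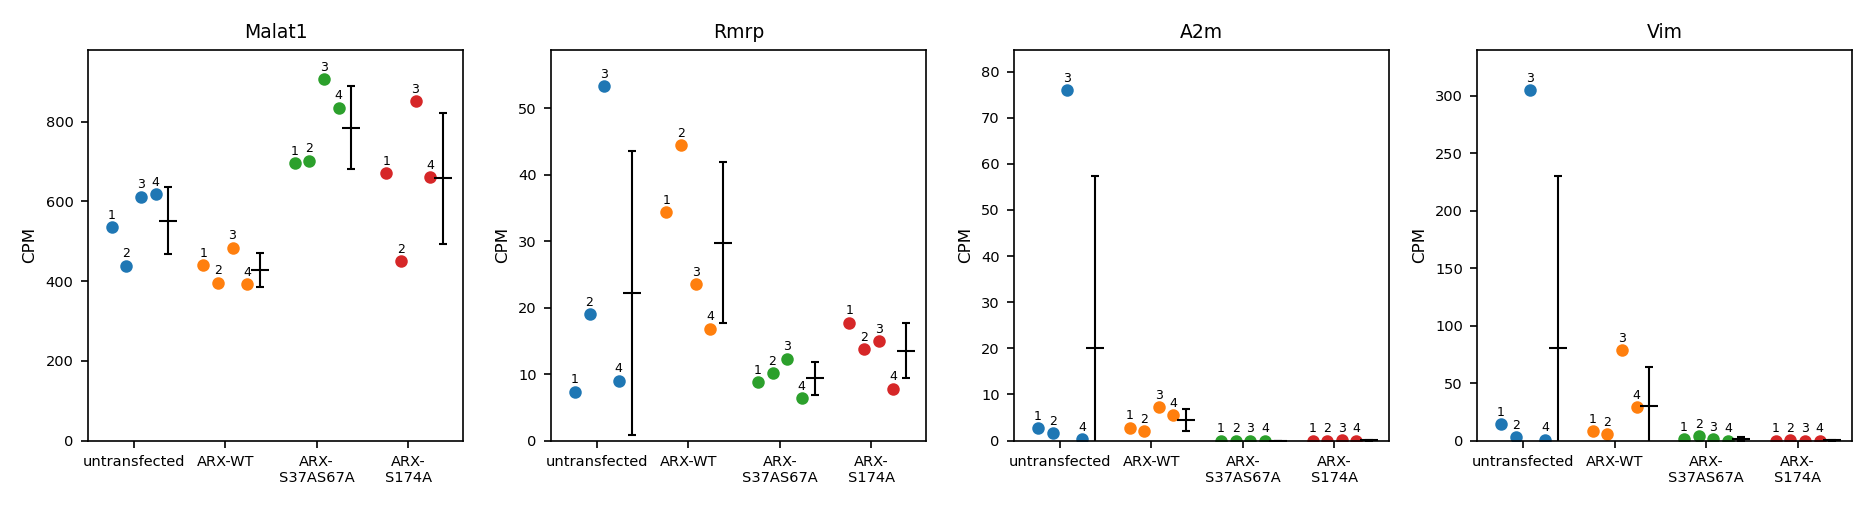
Malat1, Rmrp, A2m and Vim in CPM in each library of the 4 groups. Numbers give the replicate and bars the mean ± SD of 4 libraries, with CPM scaled by library size alone.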

When the c-terminal region of ARX was truncated, the capacity to bind and co-localise PICK1 into the nucleus of cells with ARX protein was lost, and a similar loss of transcriptional activity as the S174A mutation was demonstrated by qRT-PCR. This strongly supports the role of PICK1 binding to the C-terminal region of ARX in subsequent phosphorylation at S174 by PRKCA required for transcriptional activity of the ARX protein on selected gene targets.

The phosphorylation state and the functional relevance of this modification in other cell types in which ARX plays a biological role is required, particularly in the brain. Hampering these efforts are the difficulties in isolation of adequate amounts of endogenous ARX required for analysis. This is due in part to the limited expression pattern of this transcription factor in the brain during early embryonic development coupled to the lack of a high specificity antibody against endogenous ARX/Arx, despite many antibodies generated to date. Ideally, generation (by CRISPR/Cas9 technology) of a mouse line in which the Arx locus is manipulated to incorporate a HA or Flag tag is required as a viable strategy to target the tagged-endogenous Arx protein by validated antibodies against the tag. This approach would provide an opportunity to investigate the role of Arx as a critical transcription factor in developmental processes, particularly in the brain, as well as the pancreas and reproductive organs.

ARX is known to be able to act as both an activator and repressor of gene expression. ARX-WT activity in alpha TC cells resulted in an even distribution of genes with increased (activated) and decreased (repressed) levels of expression. We saw an increase in the proportion of genes remaining repressed when alpha TC cells were transfected with the phospho-null mutants. We also saw additional targets repressed in the ARX-S174A mutant further supporting ARX-PICK1-PRKCA relationship for the activation of transcriptional activity. Pathway analysis of the genes specifically deregulated by ARX-S174A highlighted an enrichment of genes with a PAX4 motif upstream. ARX and PAX4 are drivers of different endocrine precursor cell fates. Indeed, ARX is involved in specifying the α-cell fate whereas Pax4 promotes the β and δ cell lineages [7, 11, 37]. These two factors were found to mutually inhibit each other’s transcription and to display antagonistic activities for proper endocrine cell lineage allocation [11]. Lineage-tracing studies have shown that α-cells can serve as progenitors of β-cells and upon Arx inactivation, α-cells can be continuously regenerated and converted into β-like cells. The additional loss of Pax4 does not impact these processes, suggesting that Arx is the main trigger of α-cell-mediated β-like cell neogenesis [38]. Therefore posttranslational modification of ARX may be an important switch driving between α and β cell fates. The present study establishes ARX as a multisite phosphoprotein. Our study suggests that ARX phosphorylation may have biological and in extrapolation, neurodevelopmental relevance. Further investigations to establish the *in vivo* modification of the ARX protein across relevant tissues and developmental time points are warranted.

## Materials and methods

### Cloning of ARX expression constructs

*ARX* constructs were cloned into Gateway-compatible pCMV-myc vector (BD-Biosciences) with an N-terminal Myc-tag or Gateway-compatible pEXP1-DEST vector with an N-terminal Xpress-tag (Invitrogen). All clones were sequenced to exclude introduced errors and the concentration determined spectrophotometrically. The *ARX* constructs include full-length *ARX* (ARX) with a 1686 bp human *ARX* cDNA (GenBank: NM_139058.2) and seven partial *ARX* constructs spanning the complete *ARX* open reading frame. Each partial construct was named after the functional domain or amino acids (aa) expressed: OP (1–69 aa with the octapeptide domain), PA1&2 (61–174 aa with polyalanine tract 1 and 2), 165–214 (165–214 aa with no functional domain), PA3 (215–302 aa with polyalanine tract 3), HD (303–431 aa with the homeodomain), PA4 (424–474 aa with polyalanine tract 4) and OAR (472–562 aa with the *Aristaless* domain).

Serine residues identified by mass spec (S37 and S67) and *in silico* predicted ARX phosphorylation residues, threonine 158 and serine 174 were mutated in partial and full-length *ARX* constructs by site-directed mutagenesis (Stratagene) following manufacturer’s instructions. To improve the outcome of the mutagenesis reaction in residues located adjacent to GC-rich regions of *ARX*, additional primers (an *ARX* primer and a vector primer) with the same orientation as the mutagenesis primer were added. Alanine (A) substitutions were introduced to abolish the most likely phosphorylation sites (phospho-null mutants) including; two changes c.109A>G and c.110G>C to achieve p.S37A (ARX-S37A), c.199T>G leading to p.S67A (ARX-S67A), and all three combined to give an ARX-S37AS67A double mutant; c.472A>G leading to p.T158A (ARX-T158A) and c.520T>G leading to p.S174A (ARX-S174A). To test the role of the C-terminal binding of PICK1 on ARX transcriptional activity, a c.1414C>T change was generated to lead to a stop codon at p.R472X. All primers used for mutagenesis were HPLC purified.

### Cell culture and transient transfection

Human embryonic kidney 293T (HEK293T) cells were maintained in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% (v/v) fetal calf serum and 100 U/ml sodium penicillin and 100 μg/ml of streptomycin sulphate in 5% CO_2_ at 37°C. Mouse pancreatic alpha (αTC) cells were maintained in DMEM and Nutrient Mixture F-12 (ThermoFisher) supplemented with 10% (v/v) fetal calf serum and 20 U/ml sodium penicillin and 20 μg/ml of streptomycin sulphate in 5% CO_2_ at 37°C. Prior to transient transfection, HEK293T and αTC cells were plated at 8x10^5^ cells per well in a 6-well plate or 4x10^5^ cells per well in a 12-well plate and grown overnight. Next day, 0.5 or 1.0 μg of plasmid DNA per construct was transiently transfected into HEK293T cells using Lipofectamine 2000 (Invitrogen) and αTC cells using Lipofectamine LTX (Invitrogen) following manufacturer’s instructions.

### In cell labelling assay

24 hours post-transfection, HEK293T cells were cultured with ^32^P orthophosphoric acid at 0.5 mCi/ml (as the only source of phosphate) for four hours in 5% CO_2_ at 37°C. Cells were lysed and immunoprecipitated with anti-Myc antibody (Santa Cruz) and cell lysates were subjected to 12% SDS-PAGE gels and the separated proteins were transferred from the gel to a nitrocellulose membrane. Phosphorylated ARX proteins were detected by film autoradiography.

### Mass spectrometry

Protein band corresponding to ~62kDa were excised from the gel, destained and subjected to trypsin or chymotrypsin digestion and resulting peptide extracts were reduced by vacuum centrifugation. LC-eSI-IT MS/MS was performed using an online 1100 series HPLC system (Agilent Technologies) and HCT Ultra 3D-Ion-Trap mass spectrometer (Bruker Daltonics). The LC system was interfaced to the MS using an Agilent Technologies Chip Cube operating with a ProtID-Chip-150 (II), which integrates the enrichment column (Zorbax 300SB-C18, 4 mm, 40 nL), analytical column (Zorbax 300 SB-C18, 150 mm x 75 μm), and nanospray emitter. Fragmented ARX peptides were separated by reverse phase HPLC using C-18 column and 0–30% acetonitrile gradient. MS and MS/MS spectra were subjected to peak detection and de-convolution using DataAnalysis (Version 3.4, Bruker Daltronics). Compound lists were exported into BioTools (Version 3.1, Bruker Daltonics) and submitted to Mascot (Version 2.2) LC-ESI-IT-MS/MS analysis was performed as a fee for service by Adelaide Proteomics Centre, University of Adelaide, Australia.

### Cell-based protein expression and purification

Transfected cells were harvested at 24 hours post-transfection and cell lysates were prepared using extraction buffer 1 for *Myc-ARX* transfected cells (120 mM NaCl, 50 mM Tris-HCl (pH 8.0), 0.5% NP-40 (v/v), 1X protease inhibitor cocktail (Sigma), 1 mM Na_3_VO_4_, 1mM NaF, 1mM PMSF) or extraction buffer 2 for *HA-PKC* transfected cells (50 mM HEPES (pH7.5), 150 mM NaCl, 1 mM EDTA, 2.5 mM EGTA, 10% glycerol, 0.1% Tween-20, 1X protease inhibitor cocktail (Sigma), 1 mM PMSF, 1 mM NaF, 1 mM Na_3_VO_4_, 50 mM β-glycerolphosphate). Myc-ARX or HA-PKC proteins were immunoprecipitated overnight at 4°C from total cell lysates using an anti-Myc antibody (Santa Cruz, 9E10) or an anti-HA antibody (Sigma, H9658) on protein A sepharose (GE Healthcare). Next day, sepharose was washed three times with wash buffer (120 mM NaCl, 20 mM Tris-HCl (pH8.0), 1 mM EDTA, 0.5% NP-40 (v/v)).

### Cell-free protein expression and purification

Xpress-tagged proteins were synthesized using TNT-coupled *in vitro* transcription-translation system (cell-free rabbit reticulocyte expression system (Promega)) according to manufacturer’s instructions. TNT-coupled *in vitro* transcription-translated Xpress-tagged proteins were immunoprecipitated overnight at 4°C with an anti-Xpress antibody (Invitrogen) on protein A sepharose. Next day, the sepharose was washed three times with wash buffer (75 mM NaCl, 15 mM Tris-HCl, 1% bovine serum albumin).

### Co-immunoprecipitation (Co-IP)

Cells co-transfected with *Myc-ARX* and *V5-PICK1* or *HA-PKC* were lysed using extraction buffer 1 as described above and immunoprecipitated respectively with anti-Myc, anti-V5 (Invitrogen) or anti-HA antibodies overnight at 4°C under constant rotation. Protein A sepharose was added to immune complexes the next day for an hour at 4°C and then washed with Co-IP wash buffer (250 mM NaCl, 20 mM Tris-HCl (pH8.0), 1mM EDTA, 0.5% NP-40 (v/v)) three times. Immunoprecipitated proteins were eluted in 25μl pre-heated 60°C 1x SDS loading buffer (Invitrogen). Aliquots of protein supernatant were resolved on 4–12% SDS-PAGE gels and electrotransferred to nitrocellulose membranes to enable specific detection of precipitated proteins by immunoblotting. Membranes were blocked with 5% skim milk (w/v) in 1X TBS-T (10 mM Tris-base (pH 7.4), 150 mM NaCl, 0.05% Tween-20 and deionised water) for an hour at room temperature to block non-specific binding of secondary antibodies. The membranes were incubated with primary antibodies overnight at 4°C, washed in 1X TBS-T to remove excess antibody and then incubated with horseradish peroxidase (HRP) conjugated secondary antibodies for an hour at room temperature to detect antigen-antibody complexes. Following a final wash in 1X TBS-T, the protein signal was detected by enhanced chemiluminescence (ECL) (Amersham Pharmacia Biotech).

### Antibodies used for immunoblotting analyses

Primary antibodies include mouse anti-Myc antibody (1:1500) (Santa Cruz), mouse anti-HA antibody (1:15,000) (Sigma), mouse anti-Xpress antibody (1:1000) (Invitrogen), mouse HRP-conjugated anti-Myc antibody (1:5000),mouse HRP-conjugated anti-V5 antibody (1:5000) and rabbit anti-ARX antibody (1:2000) (In-house). Secondary antibodies include: goat anti-mouse HRP-conjugated antibody (1:1000) (Dako) and goat anti-rabbit Alexa 488 (1:2000) (Thermofisher). Antibodies used were diluted in either 1% or 3% milk (w/v) in TBS-T.

### In vitro kinase assay

Myc-tagged or Xpress-tagged ARX on protein A sepharose were washed twice with wash buffer and then twice with non-activated kinase buffer before the addition of activated kinase buffer. Different kinase buffers were prepared for enzyme specific kinase reactions as follows: kinase buffer A (100 μg/ml BSA and 100 μg/ml phosphatidlyserine were added into 40 mM Tris-HCl (pH7.4), 10 mM MgCl_2_, 0.4 mM CaCl_2_ to activate buffer A) for purified PKC (pool of PKC isozymes isolated from rat brain, Promega); kinase buffer B (100 μg/ml phosphatidlyserine and 20 μg/ml diacylglycerol were added into 40 mM Tris-HCl (pH7.4), 10 mM MgCl_2_, 0.4 mM CaCl_2_, 100 mM NaCl, 250 μM EGTA to activate buffer B) for recombinant PKC kinase, PRKCA and PRKCG (Sigma); kinase buffer C (1 mM NaF, 1 mM Na_3_VO_4_, 10 mM β-glycerolphosphate and 1 mM DTT were added into 50 mM HEPES (pH7.5), 10 mM MgCl_2_, 2.5 mM EGTA to activate buffer C) for constitutively active HA-tagged PKC isozymes. Precipitated proteins on sepharose were incubated with or without 25 ng purified PKC (Promega), 50 ng recombinant PKC (Sigma) or precipitated HA-PKC lysate in 30μl activated kinase buffer and 1–2 μCi of [γ-^32^P] ATP (PerkinElmer) at 30°C for 30 minutes. 500 μM of neurogranin peptide substrate (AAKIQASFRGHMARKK, Promega) or precipitated Xpress-tagged neurogranin protein, antibody and sepharose alone control, 100 μM of myristoylated PKC inhibitor peptide (myr-RFARKGALRQKNV, Promega) or 5 μM of PKC inhibitor GF109203X (Sigma) were included in the kinase assays. All reactions were terminated by the addition of concentrated 10X SDS loading buffer and boiling for 5 minutes. Protein samples were subjected to SDS-PAGE and autoradiography to detect phosphorylated proteins.

### Data analysis

All data are presented as mean ± SEM. Mean and SEM values were calculated from at least three independent experiments. The statistical significance of differences was measured by Student’s t-test and two-way ANOVA using Prism6. *P<0*.*05* was considered significant.

#### RNA sequencing analysis

RNA was isolated using Trizol (Invitrogen) and RNeasy Mini Kit (QIAGEN). For analysis, each group consisted of 4 technical replicates, collected across 4 different transfections. Samples were sequenced using Illumina HiSeq sequencing by AGTA Genomics, Adelaide, Australia obtaining 1x76bp reads with an average library size of 18.9 million reads per sample. The per base sequence quality was >95% bases above Q30 across all samples. Sequencing data was analysed on BaseSpace Sequencing Hub (Illumina Inc. 2016), with STAR aligner to Mus musculus/mm10 (RefSeq) with an average alignment of 95.6%. Aligned samples were analysed for differential expression using DESeq2 v1.1.0 through pairwise differential expression analysis between biological replicate groups with an average of 12,889 genes assessed after filtering. Data has been submitted to Gene Expression Omnibus under the GEO accession number: GSE105113. Validation of expression changes was done by quantitative RT-PCR (S7 Fig). Enrichment analysis was conducted in EnrichR [23] to check whether an input set of genes significantly overlaps with annotated gene sets. The significance of enrichment was selected based on the adjusted p-value using the Benjamini-Hochberg method for correction for multiple hypothesis testing. Genes with a log2 fold change with +/->1 cutoff value were used as the input into EnrichR [23]. GO Terms were ranked using the EnrichR method of combining the p-value computed using the Fisher exact test with the z-score of the deviation from the expected rank by multiplying these two numbers as follows: c = log(p) * z [23].

### Quantitative real-time polymerase chain reaction

For cDNA expression analysis, total RNA was isolated from transfected alpha-TC cells using Trizol (Invitrogen) and RNeasy Mini Kit (Qiagen). Routinely, 2μg of total RNA was primed with random hexanucleotides and then subjected to reverse transcription with Superscript III reverse transcriptase (Life technologies). Each group consisted of 3 technical replicates, collected across 3 different transfections. Validation of the reaction was done by PCR using primers specific to the ubiquitously expressed *B-Actin* (mouse). cDNAs were amplified using Taqman® Gene Expression Assay (Life Technologies) using the standard curve method for *Atf3* (Mm00476033_m1) and *Lgi3* (Mm00507490_m1). Probes of target genes were FAM-labelled. The housekeeping gene *Beta Actin* (Control mix; 4351315) was VIC-labelled and enabled normalisation of expression in each well. Standard curves for each target gene were prepared from alpha-TC cDNA at 10, 10^2^, 10^3^, 10^3^, and 10^4^ fold dilutions. All samples were run in triplicate. A typical TaqMan assay contained 1 x Fast Advanced Master Mix (Life Technologies), 0.75 μl control probe, 0.75 μl of test probe and 2 μl of cDNA in a final volume of 15 μl. Taqman® qPCR cycling conditions were an initial hold at 50°C for 2 mins, denaturation at 95°C for 20 sec, then 40 cycles of 95°C for 3 sec, and 60°C for 20 sec. Data analysis was done with StepOne™ Software (Life Technologies). Transcript levels are reported as relative difference to alpha-TC mock-transfected cells set at 1.0.

## Supporting information

S1 Table Enrichment analysis of biological processes of deregulated genes in alpha TC cells. Functional enrichment analysis of gene ontology (GO) terms for biological processes shows the differentially expressed genes due to ARX WT or ARX phosphorylation mutants compared to UT in alpha TC cells, with a log2 fold change with +/->1 cutoff value used as the input into EnrichR. The GO terms were ranked based on the combined EnrichR score of both the p-value (Fisher exact test) and the z-score (deviation from the expected rank) (Chen *et al* 2013, BMC Bioinformatics, 14, 128).
(XLSX)

S2 Table Enrichment analysis of cellular component of deregulated genes in alpha TC cells. Functional enrichment analysis of gene ontology (GO) terms for cellular component, shows the differentially expressed genes due to ARX WT or ARX phosphorylation mutants compared to UT in alpha TC cells, with a log2 fold change with +/->1 cutoff value used as the input into EnrichR. The GO terms were ranked based on the combined EnrichR score of both the p-value (Fisher exact test) and the z-score (deviation from the expected rank) (Chen *et al* 2013, BMC Bioinformatics, 14, 128).
(XLSX)

S3 Table Enrichment analysis of Molecular Function of deregulated genes in alpha TC cells. Functional enrichment analysis of gene ontology (GO) terms for molecular function, shows the differentially expressed genes due to ARX WT or ARX phosphorylation mutants compared to UT in alpha TC cells, with a log2 fold change with +/->1 cutoff value used as the input into EnrichR. The GO terms were ranked based on the combined EnrichR score of both the p-value (Fisher exact test) and the z-score (deviation from the expected rank) (Chen *et al* 2013, BMC Bioinformatics, 14, 128).
(XLSX)

S1 Fig Positive controls for anti-phospho antibodies. Treated HEK293T cells were included as positive controls; Pervanadate for pTry and CalyculinA for pThr.
(TIFF)

S2 Fig LC-ESI-IT-MS/MS identification of potential phosphorylation sites in ARX. LC-ESI-IT-MS/MS analysis of ARX-WT protein identified A, Serine 67 is phosphorylated (indicated by arrow) and is the only modifiable residue in phosphopeptide 2. B, in phosphopeptide 1 there were several potential residues that could be novel phosphorylation sites. Due to sufficient sequence coverage, the MS spectra can rule out serine 25, 26, 31 and tyrosine 27 as unlikely phosphorylation sites. Based on the spectra, the likely phosphorylation site of PP1 occurs either on serine 20, threonine 22 or serine 37. LC-ESI-IT-MS/MS analysis was performed as a fee for service by Adelaide Proteomics Centre, University of Adelaide, Australia.
(TIFF)

S3 Fig Schematic representation of 2DGE used to detect different protein isoforms of ARX. A) The first dimension is the separation of the proteins according to their isoelectric point. Second dimension is the electrophoretic separation of the proteins in the presence of sodium dodecyl sulphate (SDS) according to their molecular weights. Immunoblotting antibody-detection method was used to detect different isoforms of ARX proteins. B) 2DGE analyses of ARX-WT and ARX-S37A mutant. Total protein lysates of exogenously expressed full-length ARX-WT and ARX-S37A mutant proteins were subjected to isoelectric focusing on 24 cm pH 4.7–5.9 IPG strips. Proteins were then separated by SDS-PAGE and transferred to nitrocellulose membrane and immunoblotted with anti-Myc antibody. Immunoblot images are scanned and biostatistical analysis by software ‘R’ (performed by Adelaide Proteomics Centre, University of Adelaide, Australia) to determine difference states between ARX-WT and ARX-S37A mutant proteins.
(TIFF)

S4 Fig Protein Kinase C phosphorylates ARX *in vitro* when expressed in Hek293T cells, but not when expressed in a cell-free system. **A)** Myc-ARX exogenously expressed in Hek293T cells was immunoprecipitated with anti-Myc antibody and used as a substrate in a PKC *in vitro* kinase assay. Upon completion of the assay, reactions were terminated by addition of loading buffer and proteins were separated by SDS-PAGE. Presence of ARX protein was confirmed by immunoblotting (IB) with an anti-Myc antibody (right-hand panel). Myc-ARX (62 kDa) was phosphorylated by PKC (lane 2 top panel) as detected by autoradiography [^32^P]. When PKC inhibitor was added to the kinase reaction, the phosphorylation signal for ARX was abolished (lane 3 top panel). Mock-transfected HEK 293T protein lysate was included as both negative and background control (lane 1). A known PKC substrate, neurogranin (NGRN) was included in each assay as a positive control (lane 2 bottom panel). **B)** Repeat of (A) using cell-free expressed and precipitated Xpress-tagged proteins as substrates. Xpress-tagged ARX was not phosphorylated by PKC (lane 2 top panel). IP antibody and protein A sepharose complex was included in this assay as both negative and background control. These results are representative of at least two independent experiments.
(TIFF)

S5 Fig ARX interacts with PRKCA. HEK293T cells co-transfected with *Myc-ARX* and *HA-PRKCA* constructs were lysed and immunoprecipitated (IP) with antibodies against the Myc or HA tags. Precipitated proteins were separated on SDS-PAGE and analysed for the presence of co-immunoprecipitated proteins by immunoblotting (IB). In total protein lysate (bottom panel), HA-tagged *PRKCA* (75 kDa) was detected upon IB with anti-HA antibody while Myc-tagged ARX (62 kDa) was detected via IB with anti-Myc antibody. In the top panel, IP of co-transfected protein lysate with anti-HA and detection of bound Myc-tagged ARX protein by IB with anti-Myc antibody showed the interaction of ARX and PRKCA. Cells transfected with *Myc-ARX* alone or *HA-PRKCA* alone were also included as controls. A representative blot is shown from two independents experiments.
(TIFF)

S6 Fig Abolition of S37, S67 and S174 phosphorylation does not affect the transcriptional repression via homeodomain binding in a luciferase reporter assays nor sub-cellular localisation of ARX. **A)** Abolition of S37 and S67 phosphorylation does not affect the transcriptional activity of ARX using a luciferase reporter assay. ARX protein partner, co-repressor Groucho/TLE1 was added to determine the co-repression activity of ARX and TLE1 *in vitro*. **B**) Abolition of S174 by substitution with alanine does not affect the transcriptional activity of ARX in HEK293T cells in a luciferase reporter assay. Myc-tagged full-length ARX WT, phosphorylation mutant S174A, constitutively active S174E or Myc empty constructs were co-transfected with luciferase and Renilla (internal control) reporter constructs into HEK293T cells. Data were calculated as a ratio of luciferase to Renilla expression and expressed as a percentage of transcriptional activity relative to the activity of the Myc empty vector (100%). Error bars indicate SEM from three independent experiments.
**C)** ARX-WT and phosphorylation mutant proteins (ARX-S37A, ARX-S67A, ARX-S174A and ARX-S174E) show normal non-homogenous staining in the nucleus. The percentage of transfected cells displaying abnormal localisation was determined from ~200–300 transfected cells per construct from at least two separate transfection reactions, 24hr post-transfection. R332P mutation is an ARX mutant known to have abnormal localisation.
(TIFF)

S7 Fig Validation by quantitative RT-PCR of expression changes identified by RNASeq analysis. A selection of random genes was selected and tested by Taqman qRT-PCR in alpha TC cell in both untransfected and transfected with ARX-WT. Genes tested and probe ID is listed in S1 Text. The Log2FC calculated from qRT-PCR data was plotting against the RNASeq Log2FC data to show the level of correlation.
(TIFF)

S1 Text Experimental procedures and results. Supplementary experimental information is supplied regarding antibodies used, cloning of expression constructs, immunofluorescence and microscopy, 2D gel electrophoresis, isoelectric focusing and SDS-PAGE, Luciferase reporter assays and RT-qPCR validation of RNASeq data. Supplementary results are provided for Functional consequences of serine phosphorylation using a dual-luciferase reporter assay.
(DOCX)

## Abbreviations

2DGE: two-dimensional gel electrophoresis
ARX: Aristaless-related homeobox
CoIP: Co-immunoprecipitation
eh1: Engrailed homology repressor domain
HD: homeodomain
IB: immunoblot
IB: immunoblot
ID: intellectual disability
IP: immunoprecipitate
NGRN: neurogranin
OAR: aristaless domain
OP: octapeptide domain
PA: polyalanine tract
PICK1: Protein interacting with C kinase 1
PP: Phosphopeptides
PRKCA: protein kinase C alpha
TFBS: transcription factor binding site

# Supplementary material for: Regulating transcriptional activity by phosphorylation: A new mechanism for the ARX homeodomain transcription factor
**Source:** PLoS One. 2018 Nov 12;13(11):e0206914. doi: 10.1371/journal.pone.0206914
**Supplement:** S1 Text — Supplementary experimental information is supplied regarding antibodies used, cloning of expression constructs, immunofluorescence and microscopy, 2D gel electrophoresis, isoelectric focusing and SDS-PAGE, Luciferase reporter assays and RT-qPCR validation of RNASeq data. Supplementary results are provided for Functional consequences of serine phosphorylation using a dual-luciferase reporter assay.

**Supplementary data**

**Experimental procedures**

*Antibodies -* Primary antibodies used for immunofluorescence and/or immunoblotting: mouse anti-Myc antibody (1:1500) (Santa Cruz). The secondary antibodies were fluorescently labelled; goat anti-mouse-IgG conjugated to Cy3 (1:1000) (Jackson Laboratories, Maine, USA), goat anti-mouse-IgG Alexa Fluor 488 (1:2000) (Invitrogen). All antibodies used were diluted in 3% skim-milk (w/v) in TBS-T.

*Cloning of ARX expression constructs*

Glutamic acid (E) substitution was used to mimic phosphorylation (phosphomimetic mutant), with two changes required to achieve the substitution; c.520T>G & c.521C>A leading to p.S174E (ARX-S174E).

*Immunofluorescence and microscopy -* Transfected cells grown on sterile glass coverslips were harvested at 24 hours post-transfection by fixation in 3.7% formaldehyde-PBS. Fixed cells were permeabilised in 0.2% (v/v) Triton-PBS for 5 minutes and blocked with 5% skim-milk (w/v) in TBS-T for an hour at room temperature to avoid non-specific secondary antibody binding. After blocking, cells were incubated with primary antibody at 4°C overnight, followed by incubation with fluorescently labelled secondary antibody for an hour at room temperature. Removal of excess antibody was achieved with washes of TBS-T after each antibody incubation step. Nuclei were counterstained with DAPI (Molecular probes, Invitrogen) and the cells were examined by fluorescence microscopy. To determine the percentage of abnormal sub-cellular localisation in ARX transfected cells, ~200-300 transfected cells were counted for each construct from at least two different transient transfection experiments using a standard fluorescent microscope.

*2D-gel electrophoresis -* Urea-based protein extraction - Cell pellets harvested from *ARX* transfected cells were homogenised in 250 μl of IEF sample buffer TUC4 (7 M Urea, 2 M Thiourea, 30 mM Tris, 4% CHAPS, 1% Protease Inhibitor Pefabloc SC (Roche), 1% PSC protector reagent (Roche)) by pipetting. Cells were lysed using an ultrasonic probe for 30 pulses, cooled in ice-water for 2 minutes and sonicated again for 30 pulses. 10 μl of DNase I (Sigma-Aldrich) was added and the sample was passed through a syringe with 0.7mm tip for 20 times. The sample was incubated at room temperature for an hour and sonicated again as described above. Samples were centrifuged at *20,000 x g* at 15°C for 30 minutes. The supernatant collected was used for isoelectric focusing.

*Isoelectric focusing and SDS-PAGE - Sample clean-up prior to isoelectric focusing –* Cell pellets harvested from ARX transfected cells were homogenised in 250 μl of IEF sample buffer TUC4 (7 M Urea, 2 M Thiourea, 30 mM Tris, 4% CHAPS, 1% Protease Inhibitor Pefabloc SC (Roche), 1% PSC protector reagent (Roche)) by pipetting. Cells were lysed using an ultrasonic probe for 30 pulses, cooled in ice-water for 2 minutes and sonicated again for 30 pulses. Addition of 10 μl of DNase I (Sigma-Aldrich) to the sample was passed through a syringe with 0.7mm tip for 20 times. The sample was incubated at RT for an hour and sonicated again as described above. Afterwards, the samples were centrifuged at *20,000 x g* at 15°C for 30 minutes. The supernatant collected into 1.5 ml microcentrifuge tubes and stored at -80°C until further use.

IPG strips (24cm) with pH range from 4.2-5.9 were rehydrated overnight in rehydration buffer containing 6 M urea, 2 M thiourea, 1% CHAPS, 0.5% 3-11 NL carrier ampholytes and 200 mM 2,2 Dithiodiethanol (HED) (GE Healthcare). 50 μg of protein of each sample was applied to the IPG strips by cup-loading. Focusing was performed at 8000V for 90,000 Vhours with the current limited to 50 μA per strip. The second dimension SDS-PAGE was carried out on home casted 18 x 25 cm^2^ polyacrylamide gels of 12.5%. The equilibrated strips were laid onto the gels and sealed into place with agarose (1% LMP agarose in electrophoresis buffer (192mM Glycine, 50mM Tris, 0.1%SDS)). SDS-PAGE was performed at 5 mA/gel for an hour, 8 mA/gel for an hour and 20 mA/gel until the bromophenol blue front had reached the end of the gel. After SDS-PAGE the proteins were electroblotted at room temperature onto a nitrocellulose membrane using a semi-dry transfer system (GE Healthcare). The transfer buffer consisted of 25 mM Tris, 192 mM Glycine and 0.1% SDS (w/v) in 10% Methanol. The nitrocellulose membrane was wetted in 20% Methanol for 3 minutes before use. The proteins were transferred by applying a tension of 30 V for an hour. Western immunoblot was performed as described before. After detection of the target protein by antibodies and ECL, the membrane was scanned (Image Scanner, GE Healthcare) and visualised by the software “R”.

*Luciferase reporter assay - Myc* empty vector or *Myc-ARX* Wild-type or phospho-mutants were co-transfected with *pGL4.13 [luc2/SV40]* firefly luciferase reporter plasmid (Promega) and a *pGL4.74 [hRluc/TK]* Renilla reporter plasmid (internal control for transcription efficiency) (Promega) into HEK293T cells using Lipofectamine 2000 (Invitrogen). Firefly and Renilla luciferase activities were assayed 24 hours post-transfection, using dual-luciferase reporter assay system (Promega) according to the manufacturer’s protocol. In three independent transfections, each test sample was carried out in replicate, with triplicates of each replicate measured in the reporter assay. The firefly luciferase activity was normalized according to the corresponding *Renilla* luciferase activity in each well, and the ratio of luciferase activity was reported relative to pCMV-Myc empty vector within each transfection. Results are expressed as a percentage of transcriptional activity relative to the activity of the Myc empty vector (100%).

*RT-qPCR – RNASeq Validation -* RNASeq results were validated using Taqman RT-qPCR on alpha TC either untransfected or transfected with ARX-WT. RNA was extracted using Trizol (Thermofisher) and RNeasy Mini Kit (Qiagen) and treated with DNase 1 (Qiagen) according to the manufacturer’s instruction. cDNA was prepared as described in SuperScript II reverse transcriptase (Thermofisher) manual with 1 μg of RNA primed by random hexanucleotides. Along with samples, template negative and reverse transcriptase negative controls were included to determine product specificity. Genes selected for validation studies were assayed as described in Taqman^®^ PreAmp Master Mix Kit user guide (Applied Biosystem). For each validation gene quantified with a Taqman probe labelled with FAM, the expression values were normalized to the reference gene Gapdh assayed in the same well using the TaqMan probe labelled with VIC. TaqMan probes used in this study are: Aff1 (MM00836035_M1), Atf3 (MM00476033_M1), Calr (MM00482936_M1), Chga (MM00514341_M1), Ddost (MM00492100_M1), GAPDH (MM99999915_G1), Gcg (MM00801714_M1), Gnb1 (MM00515002_M1), Hey1 (MM00468865_M1), Jun (MM00495062_S1), Pcbd2 (MM01342270_M1), Rhob (MM00455902_S1), Timm8a1 (MM02602707_G1),

**Supplementary results**

***Functional consequences of serine phosphorylation using a dual-luciferase reporter assay*** *-* We have previously shown that the transcriptional repression activity of ARX at the N-terminus is mediated in part by its interaction with the co-repressor Groucho/TLE1, via binding to the octapeptide domain (1). Given the N-terminal residues in question, serine 37 in particular, are in close proximity to the Groucho/TLE1 binding region (Figure 2D, OP underlined) we set out to measure the impact of phosphorylation on ARX transcriptional activity. The luciferase reporter vector (containing was co-transfected with Myc-vector or Myc-ARX alone into HE293T cells and the luciferase activity in these transfected cells was measured 24 hours post-transfection. Prior to use in luciferase assays, all plasmids were confirmed to yield consistent transfection efficiencies (manual counting of immunofluorescent cells) and equivalent amounts of expressed protein (immunoblotting) across test concentrations of plasmid DNA transfected into cells for luciferase assay analysis. Within the luciferase reporter assay, the co-transfection of a Renilla reporter vector controls for transfection efficiency. The expression of luciferase was normalised to Renilla expression in each sample. To compare across replicate experiments, the ratio of luciferase to Renilla expression for the Myc-vector was set to 100% in all analyses. Compared to the Myc-vector control, the relative activity of Myc-ARX in this assay is reduced to 43% and is consistent with transcriptional repression observed in previous studies (2). When the phosphorylation null mutants were tested there was no significant difference in their relative activity compared to ARX-WT (Supplementary Figure 6a, black bars) indicating that the lack of phosphorylation at serine 37 or 67 does not interfere with ARX activity via binding to the 3xTFBS when measured in HEK293T cells. Addition of Groucho/TLE1 to the luciferase reporter assay displayed the expected reduction in relative activity compared to ARX-WT alone, indicating an increased repression with the addition of the co-repressor (Supplementary Figure 6a, white bars). A similar trend was noted for both ARX phosphorylation null mutants, suggesting that the abolition of phosphorylation at serine 37 or 67 did not have any measurable impact on the transcriptional co-repression activity of ARX by Groucho/TLE1 in this reporter assay, at least in HEK293T cells. To examine if PKC mediated p.Ser174 phosphorylation regulates the transcriptional activity of ARX, phospho-null (p.S174A) and phosphomimetic (p.S174E) mutants were created in full-length ARX. Myc-ARX wildtype and phosphorylation mutant constructs were co-transfected with luciferase reporters into HEK293T cells. Similar to ARX-WT, both phosphorylation mutant Myc-tagged ARX proteins repressed the luciferase activity by ~50% (Supplementary Figure 6b, black bars), indicating that phosphorylation of serine 174 alone has no significant effect on the repression activity of ARX using a luciferase reporter assay in HEK293T cells. Abolition of serine 37, 67 or 174 phosphorylation did not affect nuclear localisation of ARX which was similar to that of ARX-WT in comparison to the mislocalisation of the R333P mutation in ARX (Supplementary Figure S6c), which also displays a loss of transcriptional activity (2).

1. McKenzie, O., Ponte, I., Mangelsdorf, M., Finnis, M., Colasante, G., Shoubridge, C., Stifani, S., Gecz, J. and Broccoli, V. (2007) Aristaless-related homeobox gene, the gene responsible for West syndrome and related disorders, is a Groucho/transducin-like enhancer of split dependent transcriptional repressor. *Neuroscience*, 146, 236-247.
2. Shoubridge, C., Tan, M.H., Seiboth, G. and Gecz, J. (2012) ARX homeodomain mutations abolish DNA binding and lead to a loss of transcriptional repression. *Hum Mol Genet*, 21, 1639-1647.

How the deposited data were processed for this re-analysis (not part of the article)

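The values were counts per gene as deposited by the authors, who aligned single 76 bp reads with STAR to mm10 with RefSeq genes on BaseSpace and compared groups with DESeq2 1.1.0. The program that counted reads per gene and its strand setting are not given in the sources used here. There was 1 file of counts per library, for 16 libraries in 4 groups of 4, each file with 24421 entries for 24419 gene symbols. Entries sharing a symbol were kept as separate entries (2 symbols), 27 symbols read as dates and were kept as they stood, and 0 mitochondrially encoded genes were present. Group and replicate number were taken from the sample records and never from the values.

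Counts assigned to genes came to 9.73 to 61.9 M (median 11.2) in untransfected libraries, 6.32 to 10.6 (9.37) with ARX-WT, 9.39 to 11.3 (10.5) with ARX-S37AS67A and 11.3 to 17.2 (13.9) with ARX-S174A. Their mean was 14.2 M, beside the paper's average of 18.9 M reads per sample. In untransfected libraries Arx had 89 to 448 counts and in transfected ones 118921 to 559162.

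Each of the 6 pairs of groups was fitted on its own 8 libraries with edgeR 4.0.16 in R 4.3.3: filterByExpr, TMM scaling, glmQLFit without robust moderation, and the quasi-likelihood F test, adjusted by Benjamini and Hochberg over all genes tested at 0.05. The mean over the comparisons with untransfected cells was 12178 genes tested. The paper's thresholds were taken as unadjusted p under 0.05 with an absolute log2 fold change of at least 1. All libraries with any construct were also compared with untransfected cells. Log CPM used a prior count of 2. CPM printed beside a fold change between 2 groups carry the TMM factors of that comparison, and CPM of Arx and Gcg over all 4 groups, of any construct against untransfected cells, of single libraries, of lists of other cell types and in figures are scaled by library size alone. Coordinates are those of RefSeq on GRCm38.p6, the assembly of mm10.

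The genes named in each comparison were those with the largest change among genes past the adjusted threshold and with a mean log2 CPM of at least 1, up to 10 per direction, filled by smallest p to 5 per direction, together with genes the paper names. Other genes named were chosen after their values were seen. Up to 4 members were named per gene list, more where more of them passed. The 20 gene lists were written from knowledge of the genes before the data were examined, and tested with camera (limma 3.58.1; preset correlation 0.01, and again with the correlation estimated) and with fry, adjusted over lists. Atf3 and Lgi3 were tested over all 70 assignments of 4 against 4 libraries, where the smallest 2-sided p is 0.0286, adjusted over 15 tests. Where a group held 0 counts of a gene, the fold change is given as at least that against 3 counts over the group.

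The fixed alternatives were DESeq2 1.42.0 without and with its fold change prior, RLE scaling, library size alone, no low-count filter, at least 10 counts in every library, all 16 libraries together, the replicate number as a block, each library left out in turn, the adjusted p with the paper's fold change, camera with an estimated correlation, and the untransfected controls divided in 3 ways so that no control was shared. Only between ARX-S37AS67A and untransfected cells did residuals of every replicate number correlate positively, at 0.18 to 0.66. There 2 of 4 correlated best with their own number, as also with each mutant and ARX-WT. The 0.66 was between both replicates 4, which held plasma cell transcripts, and ARX-S37AS67A replicate 4 correlated at 0.51 with ARX-S174A replicate 1, which held them too. Replicate numbers are therefore not shown to mark shared transfections. With the block, ARX-S37AS67A against untransfected cells kept 1 gene on the adjusted p and had 128 genes past the paper's thresholds against 119. In the other pairs of groups the correlations ranged from -0.45 to 0.29.

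Each of 9 library measures was tested within each group with the Dixon ratio (critical value 0.829), 36 groups in all, of which 6 were beyond it. About 1 group in 20 passes by chance. Lists of genes of other cell types were summed per library: plasma cell, smooth muscle and rod photoreceptor lists, and mature B cell (0.225 to 4.8 CPM), T cell (0.533 to 4.49) and macrophage (0.32 to 9.6) lists, which stayed low in every library. As added alternatives the comparisons were run again without 3 libraries (untransfected replicate 4, ARX-S37AS67A replicate 4, ARX-S174A replicate 1). They were also run without these and the libraries highest in smooth muscle or rod transcripts (untransfected replicate 3, ARX-WT replicates 3 and 4), 6 in all. In a simulation with the spread of these libraries, a 2-fold change was recovered by edgeR for 7% of genes in either mutant against untransfected cells and for 72.7% and 76.8% in ARX-S37AS67A and ARX-S174A against ARX-WT.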

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

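About 1 group in 20 passes the Dixon ratio by chance. Untransfected replicate 4 had 61900000 counts on genes, apart from the rest of its group. It had a plasma cell list of 4080 CPM, and the list reached 705 in ARX-S37AS67A replicate 4 and 533 in ARX-S174A replicate 1. The smooth muscle list reached 1460 CPM in untransfected replicate 3. Gcg stood at 11600 CPM in ARX-S174A replicate 2, where the group as a whole ranged only from 10000 to 11600.

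The rod photoreceptor list reached 208 CPM in ARX-WT replicate 3 and 58.2 in ARX-WT replicate 4, which the paper does not report. Heat shock genes had a median log2 fold change of 0.35 with ARX-WT against untransfected cells, also outside the paper's account.

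Between the constructs, heat shock genes had medians of -0.14 in ARX-S37AS67A and -0.13 in ARX-S174A against ARX-WT. On the adjusted p of edgeR 5 genes changed in ARX-S37AS67A and 2 in ARX-S174A against ARX-WT.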

How the results depend on the processing

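The comparisons rest on 4 libraries per group from a single cell line, described in the paper as technical replicates, with untransfected cells as the only control and foreign transcripts in some libraries of every group. Depth limits genes with low counts such as Lgi3, with 2 to 34 counts in a library. Many of the counts below moved with the setting, and the cause was not tested unless the setting itself shows it. Counts are said to have moved here when they differed from the main count by more than 1.5 times, and by that measure RLE scaling and library size alone moved none, although library size alone had 289 genes past the paper's thresholds with ARX-WT in place of 319, 100 with ARX-S37AS67A in place of 119, and 11 on the adjusted p with any construct in place of 8.

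DESeq2 without its fold change prior called 4 genes on the adjusted p with ARX-WT, 2 with ARX-S37AS67A and 11 with ARX-S174A against untransfected cells, 8 with ARX-S37AS67A and 21 with ARX-S174A against ARX-WT, and 86 with any construct. Its counts past the paper's thresholds were 311 with ARX-S37AS67A, 364 with ARX-S174A, and 298 and 345 against ARX-WT. The share lower with ARX-WT was 65.3%, the shares of ARX-WT genes missing were 75.4% in ARX-S37AS67A and 69.4% in ARX-S174A, and 133 genes passed in ARX-S37AS67A only, 166 in ARX-S174A only and 95 in both mutants. Arx in ARX-S37AS67A against ARX-WT was -0.69 and did not pass.

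DESeq2 with the fold change prior called 4 genes with ARX-WT, 3 with ARX-S174A, 3 with ARX-S37AS67A against ARX-WT and 100 with any construct. Past the paper's thresholds it had 97 with ARX-WT, 71 with ARX-S37AS67A, and 0 in each mutant against ARX-WT. The share lower with ARX-WT was 62.9%, the shares missing 77.3% and 63.9%, and 26 genes passed in ARX-S37AS67A only and 101 in ARX-S174A only. Arx in ARX-S37AS67A against ARX-WT was -0.41 and did not pass.

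Without a low-count filter 118 genes passed the adjusted p in ARX-S37AS67A and 51 in ARX-S174A against ARX-WT, and the paper's thresholds held 838, 353 and 423 with ARX-WT, ARX-S37AS67A and ARX-S174A and 621 and 787 for the mutants against ARX-WT. The share lower with ARX-S37AS67A was 86.1%, and 166 genes passed in ARX-S37AS67A only, 214 in ARX-S174A only and 96 in both mutants. With at least 10 counts in every library, 3 and 0 genes passed the adjusted p in the mutants against ARX-WT and 3 with any construct, the paper's thresholds held 210, 64 and 86 genes, and 67 and 49 against ARX-WT, the share lower with ARX-S37AS67A was 81.2%, the shares missing 91.9% and 88.1%, and 33 genes passed in ARX-S37AS67A only and 14 in both mutants.

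With all 16 libraries in one fit, 2 genes passed the adjusted p with ARX-WT and 0 in each mutant against ARX-WT. The paper's thresholds held 876, 470 and 550 genes, 91.3% of them lower with ARX-S37AS67A and 92.9% with ARX-S174A, with 65.4% and 53.3% of ARX-WT genes missing, 100 genes in ARX-S37AS67A only and 67 in both mutants. Arx in ARX-S37AS67A against ARX-WT was -0.69 and did not pass.

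With the replicate number as a block, 2 genes passed the adjusted p with ARX-S174A, 3 in ARX-S37AS67A and 4 in ARX-S174A against ARX-WT, and 4 with any construct. The paper's thresholds held 75 genes with ARX-WT, 60 with ARX-S174A, and 68 and 64 against ARX-WT, the share lower was 48% with ARX-WT and 45% with ARX-S174A, the shares missing were 62.7% and 76%, and 87 genes passed in ARX-S37AS67A only, 29 in ARX-S174A only and 13 in both mutants.

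With the adjusted p in the paper's thresholds, 1 gene passed with each construct against untransfected cells, and 3 and 2 in the mutants against ARX-WT. The share lower, the shares missing and the genes in ARX-S37AS67A only, ARX-S174A only and both mutants were then 0.

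Without the 3 libraries with plasma cell transcripts, an alternative added after the data were seen, 3 genes passed the adjusted p with ARX-WT, 8 in ARX-S37AS67A against ARX-WT and 92 with any construct. The paper's thresholds held 123 genes with ARX-WT, 54.5% of them lower, with 64.2% and 57.7% missing in the mutants. Without the 6 libraries with plasma cell, smooth muscle or rod transcripts, 3 genes passed with ARX-S37AS67A, 10 and 15 in the mutants against ARX-WT and 34 with any construct. Acta2 and Myh11 of the smooth muscle list were among both the 10 and the 15. ARX-WT replicate 1, kept in that setting, still held 58.8 CPM of that list, so such calls may be foreign transcripts that remained. The paper's thresholds held 130 with ARX-WT and 158 in ARX-S174A against ARX-WT, the shares lower were 39.2%, 51.3% and 50%, the shares missing 76.9% and 71.5%, and Arx in ARX-S174A against ARX-WT was -0.48 and passed. DESeq2 with the fold change prior and without the 3 libraries left 1 gene past the paper's thresholds with each construct against untransfected cells, 0 in each mutant against ARX-WT, and 0 for the share lower, the shares missing and the genes in ARX-S37AS67A only, ARX-S174A only or both.

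Of the gene list tests 16 passed by camera, 2 with an estimated correlation and 26 without the 6 libraries. By fry, over the same comparisons with all libraries, only heat shock genes in ARX-S174A against ARX-WT passed. The mean correlation between comparisons that share the untransfected controls was 0.71 without untransfected replicate 4, and reversed to -0.16, -0.08 and -0.13 when the controls were divided so that none was shared; the cause of the negative sign was not tested.

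Values that lost or reversed their sign included these. Alpha cell markers were -0.04 with ARX-WT without the 3 libraries and without untransfected replicate 4, and -0.01 with ARX-S174A without that replicate, against a highest value of 0.5 with any library left out. Other endocrine genes were 0 with ARX-WT in both of these settings and 0.05 without the 6 libraries, -0.03 and -0.1 with ARX-S37AS67A without the 3 libraries and without untransfected replicate 4, and -0.09, 0 and -0.13 with ARX-S174A without the 3 libraries, the 6 libraries and that replicate. The delta, PP and epsilon cell list (Ghrl and Rbp4) was 0.27 with ARX-S37AS67A without the 6 libraries, where the test leaned lower. With any library left out the endocrine genes were at most 0.45, 0.38 and 0.38 with the 3 constructs, each without untransfected replicate 3. Rhob was 0.09 with ARX-WT without the 6 libraries. Timm8a1 with ARX-S37AS67A was 0.12 without the 3 libraries, 0.42 without the 6, 0.01 with the prior and without the 3, and 0.29 without untransfected replicate 4, down to -0.91 without untransfected replicate 2. Without untransfected replicate 3 the mesenchymal list with ARX-WT went from -1.37 to 0.39 and the extracellular matrix list from -0.93 to 0.34, and without untransfected replicate 4 the cholesterol list with ARX-S37AS67A went from 0.12 to -0.04, none of which passed in the main test.

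With single libraries left out, genes on the adjusted p ranged from 1 to 3 with ARX-WT (highest without untransfected replicate 4), 1 to 1 with each mutant, 1 to 8 in ARX-S37AS67A against ARX-WT (without ARX-WT replicate 1 and ARX-S37AS67A replicate 4), 1 to 5 in ARX-S174A against ARX-WT (without ARX-WT replicates 3 and 4), 0 to 0 between the mutants and 1 to 636 with any construct (without ARX-WT replicate 1 and untransfected replicate 2). The paper's thresholds held 123 to 650 with ARX-WT (untransfected replicates 4 and 2), 76 to 283 with ARX-S37AS67A (ARX-S37AS67A replicate 1 and untransfected replicate 2), 84 to 441 with ARX-S174A (ARX-S174A replicate 4 and untransfected replicate 2), 82 to 155 in ARX-S37AS67A and 83 to 132 in ARX-S174A against ARX-WT. Shares lower ranged over 54.5 to 92.6%, 53.4 to 85.8% and 57.4 to 86.6%, each lowest without untransfected replicate 4, and shares missing over 61.8 to 93.4% and 54.5 to 93.1%, lowest without the same library. Genes in ARX-S37AS67A only ranged from 35 to 76, in ARX-S174A only from 44 to 145 and in both from 16 to 56.

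Left out one at a time, the libraries moved Arx between 11.31 and 11.55, 10.61 and 10.86, and 11.04 and 11.36 against untransfected cells, and between -0.80 and -0.58 and -0.40 and -0.08 in the mutants against ARX-WT. Atf3 ranged from 1.23 to 2.04, 0.48 to 1.28 and 0.60 to 1.40, and from -0.94 to -0.65 and -0.70 to -0.55 against ARX-WT. Lgi3 ranged from 1.64 to 2.32, 0.47 to 1.49 and 0.49 to 1.19, and from -1.47 to -0.55 and -1.48 to -0.80 against ARX-WT. The number of gene list tests that passed ranged from 15 to 22.

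Over all settings other than a left-out library, Arx, Atf3 and Lgi3 kept their label in 112 planned and 29 added tests, with 3 weaker and 1 stronger, and in 117 with a library left out, with 3 weaker. Counts and shares moved in 94 planned, 33 added and 93 left-out tests and stayed in 85, 23 and 123. List medians stayed in 211, 42 and 247 tests, with 11, 11 and 14 stronger, 20, 10 and 14 weaker and 7 added and 5 left-out reversed. Named genes stayed in 433, 160 and 471, with 26, 13 and 3 stronger, 12, 7 and 19 weaker and 4 added and 1 left-out reversed.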

Differences from the paper's values

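A value is said to differ here only where one is more than 1.5 times the other, so that values said not to differ may still lie apart. The paper's 70 significantly deregulated genes with ARX-WT compare with 319 here. DESeq2 with the fold change prior (97) and the replicate block (75) did not differ from the paper's value, and the other 15 of 17 alternatives did, among them DESeq2 without the prior (337). The paper's 52 genes with ARX-S37AS67A compare with 119 here. The prior (71), at least 10 counts in every library (64) and the fits without ARX-S37AS67A replicate 1 or 3 did not differ, and 13 of 17 did. The paper's 92 genes with ARX-S174A compare with 153. At least 10 counts in every library (86) and the fits without ARX-S174A replicate 2, 3 or 4 did not differ, and 13 of 17 did.

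The paper's share of 53% lower with ARX-WT compares with 85.9%. DESeq2 without the prior (65.3%) and with it (62.9%), the replicate block (48%) and the fits without untransfected replicate 4 (54.5%) or ARX-WT replicate 1, 2 or 4 (78%, 74% and 71.6%) did not differ by that rule, and 10 of 17 did. The paper's 14 genes in ARX-S37AS67A only compare with 50, and all 25 alternatives differed. The paper's 19 genes in both mutants and not ARX-WT compare with 32. The prior (23), at least 10 counts in every library (14), the block (13) and the fits without any single ARX-S37AS67A or ARX-S174A library did not differ, and 14 of 25 did.

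The paper's enrichment tables name 52, 52 and 101 genes for ARX-WT, ARX-S37AS67A and ARX-S174A. Of these 42, 33 and 43 passed the same thresholds here, all 52, 52 and 101 passed in DESeq2 without the fold change prior, and 51, 44 and 90 with it. The fit without a low-count filter (46, 47 and 75), that of all 16 libraries (48, 37 and 49) and RLE scaling (42, 34 and 43) also passed some of these genes that were missed here. Without the 3 libraries with plasma cell transcripts, an alternative chosen after seeing the values, the share lower with ARX-WT was 54.5% beside the paper's 53% and 123 genes passed with ARX-WT beside the paper's 70, while 29, 29 and 69 of the genes in the enrichment tables were dropped.

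The paper states that genes rose and fell in even numbers with ARX-WT, whereas 45 were higher and 274 lower here, and 56 and 67 without untransfected replicate 4.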

Other observations

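All libraries with any construct were compared with untransfected cells without the 3 libraries with plasma cell transcripts, a setting chosen only after the data were seen, leaving 3 untransfected and 10 transfected libraries. On the adjusted p of edgeR 92 genes changed, 29 higher and 63 lower. Jun rose from 42.5 to 80.8 CPM (log2 fold change 0.95, standard error 0.15; edgeR, adjusted p = 0.000662), with Id1, an inhibitor of basic helix-loop-helix factors (0.45, 0.08; edgeR, adjusted p = 0.00419), and Ppp1r10, a nuclear subunit of protein phosphatase 1 (0.65, 0.10). The chaperones Hsph1 (0.64, 0.07; edgeR, adjusted p = 6.76e-06), Hsp90aa1 (0.46, 0.07; edgeR, adjusted p = 0.000427) and Dnaja1, an HSP40 (0.52, 0.10; edgeR, adjusted p = 0.01), rose together, and the heat shock list had a median of 0.46 in 11 of 11 genes (camera, adjusted p = 7.92e-13; p = 0.00124 with an estimated correlation). Txnip, an inhibitor of thioredoxin and of glucose uptake (0.81, 0.13; edgeR, adjusted p = 0.00106), and its relative Arrdc4 (0.84, 0.17; edgeR, adjusted p = 0.0117), both induced by glucose through the ChREBP and MondoA factors, rose as well, as did Evpl (2.72, 0.44; edgeR, adjusted p = 0.00119) and Stmn4 (1.47, 0.33; edgeR, adjusted p = 0.0308).

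Of the 63 lower genes 54 were highest in untransfected replicate 3, the library with smooth muscle transcripts. Among the others were the neural adhesion gene L1cam (-1.27, 0.27; edgeR, adjusted p = 0.0192), Cyb5r1 (-0.77, 0.18; edgeR, adjusted p = 0.0396), Rabac1 (-0.47, 0.11; edgeR, adjusted p = 0.0348), the retinol carrier Rbp4, which alpha cells express (-0.34, 0.08; edgeR, adjusted p = 0.0488), and Ogdh of the citric acid cycle (-0.29, 0.06; edgeR, adjusted p = 0.0308). Chaperones of the endoplasmic reticulum had a median of 0.27 in 16 of 16 genes (camera, adjusted p = 7.68e-08), which was lost with an estimated correlation (camera, adjusted p = 0.295), and over all libraries they lay the other way (median -0.50, 2 of 16 higher; camera, adjusted p = 0.55). Untransfected replicate 1 lay below replicates 2 and 3 in such genes as Hspa5 (625 CPM against 913 and 985), Hsp90b1 (587 against 812 and 808) and Pdia6 (153 against 242 and 268) and above them in Trib3 (84.7 against 11.4 and 8.32), so that library may carry much of this difference. Without all 6 libraries with foreign transcripts 34 genes changed, and 15 of the higher and 7 of the lower genes were among them. These changes follow ARX and the transfection alike, as the control is described only as untransfected.

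The tests of one foreign source, of a wholly wrong library and of the lower genes were chosen only after the result was seen. The plasma cell and other lymphoid transcripts of untransfected replicate 4 recurred in ARX-S37AS67A replicate 4 and ARX-S174A replicate 1: of 72 genes at 100 CPM or more in it and below 1 in 4 other libraries, such as Cd74 (1140, 115 and 85.5 CPM), Ptprc (518, 67.1 and 51.4) and Pou2af1 (429, 68.3 and 48.6), the others held a median of 13.2% and 8.9%. Across these genes the lower correlation with untransfected replicate 4 was 0.88, in line with RNA or reads of one foreign source in all 3 libraries. Alpha cell markers remained at a median of 17.7% of the other untransfected libraries, which excludes a library wholly of other cells, and endocrine genes lay 2.14 log2 units further down than genes at large, which excludes lymphoid genes switched on within otherwise unchanged alpha TC cells. Among genes lower than in untransfected cells at the paper's thresholds, 7.3% with ARX-WT, 43% with ARX-S37AS67A and 32.2% with ARX-S174A still passed without untransfected replicate 4, in line with transcripts of that source for most lower genes of ARX-WT and ARX-S174A, where 66.7% and 57.9% of higher genes still passed, while with ARX-S37AS67A higher genes were lost as often (45.5% still passed) and the source stays open.

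Of the tests of missing ARX-WT genes, those of less ARX mRNA were chosen only after the result was seen. The share of ARX-WT genes that missed the thresholds in pairs of mutant libraries exceeded that in other ARX-WT pairs by 5.93 percentage points with ARX-S37AS67A (2.12 to 9.24) and 6.36 with ARX-S174A (3.29 to 8.88), and by -1.58 and -3.61 without untransfected replicate 4, in line with threshold crossing alone between pairs of libraries, while no share without a difference could be had for groups of 4, where 61.8% and 54.5% were missing without that library. Less ARX mRNA was in line with the ARX-S37AS67A result (-0.69) and could not be settled for ARX-S174A, where Arx was -0.19 over all libraries, -0.40 without ARX-S174A replicate 1 and -0.48, which passed, without the 6 libraries. Weaker regulation by the mutants cannot be told apart from no difference, as 6.23% and 1.06% of the ARX-WT genes differed directly: part of the former are lymphoid genes, and the latter lies between the 5% and 1% set for either answer. The median log2 size of genes picked in an ARX-WT pair leaves this open too, as it was 0.98 in other ARX-WT pairs, 0.92 with ARX-S37AS67A and 1.02 with ARX-S174A, and 0.95, 0.82 and 0.84 without untransfected replicate 4.

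The tests of the heat shock genes were all set before their result was seen. Heat shock genes lay lower with both mutants than with ARX-WT, though with an estimated correlation and adjusted over lists only ARX-S174A passed (camera, adjusted p = 0.0441, and 0.278 for ARX-S37AS67A), and not with any library left out (0.0734 to 0.206). No single library carried the unadjusted result, whose highest camera p with an estimated correlation was 0.0419 for ARX-S37AS67A (without its replicate 3) and 0.0103 for ARX-S174A (without ARX-WT replicate 3). The 6 libraries with foreign transcripts did not carry the result either, since the medians were -0.22 and -0.18 without them. ARX-WT replicates 1 and 2, kept in that setting, held 58.8 and 20 CPM of the smooth muscle list, against 2.03 to 6.08 in the mutants. Foreign transcripts that remained are therefore not excluded. Among 35 splits of the libraries the real one had the smallest camera p for each mutant, 1 of 35. As the negative log10 it was 1.86 against at most 1.51 with ARX-S37AS67A and 2.66 against at most 1.23 with ARX-S174A. This was asked only of the heat shock list, which alone of 20 lists had passed with the preset correlation. The rank therefore does not exclude chance in the choice of list. Both comparisons used the same ARX-WT libraries, and less ARX mRNA was not tested as a source.

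Whether chance can be excluded was also asked of the counts, over all 35 splits of 8 libraries into groups of 4. On the adjusted p of edgeR the real split alone reached its count with ARX-WT, ARX-S37AS67A and ARX-S174A (1 gene against at most 0; 1 of 35 splits each), but that gene was Arx, the transfected gene, so these splits say nothing of other genes. In ARX-S37AS67A against ARX-WT the real split alone called 5 genes (at most 2 otherwise, 1 of 35), the smallest share that 35 splits allow. Several counts were ranked in this way without adjustment, so the rank does not exclude chance. Arx is again among the 5, and A2m and Vim lay partly in the libraries with rod transcripts. That leaves Malat1 and Rmrp, beside at most 2 genes in another split. The count was 1 without ARX-WT replicate 1 or 3. In ARX-S174A against ARX-WT the real split alone called 2 (at most 1 otherwise, 1 of 35), a margin of 1 gene on which no conclusion rests. Between the mutants the real count was 0, reached by all 35, and another split called 36. At the paper's thresholds 12 of 35 splits had as many as the 319 with ARX-WT (at most 344), 16 as many as the 119 with ARX-S37AS67A (at most 590) and 16 as many as the 153 with ARX-S174A (at most 527), and chance is not excluded; splits with several times the real count point to a structure among the samples other than the groups. Against ARX-WT the real split alone had the 116 in ARX-S37AS67A (1 of 35), but another had 115, a margin of 1 gene on which no conclusion rests, and 3 had as many as the 97 in ARX-S174A (at most 110), where chance is not excluded. For gene lists chance is not excluded: 24, 18, 24, 21 and 22 of 35 splits called as many as the real 4, 5, 5, 1 and 1 (at most 10, 9, 8, 6 and 5).

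Where all constructs were compared with untransfected cells, 15 of 100 drawn splits called as many as the real 8 genes and 1 of them 1226, which points to a structure among the samples. Without the 3 libraries with plasma cell transcripts 1 of 100, the real one, reached its 92 (at most 31 otherwise), so the count lay beyond the drawn splits. That setting was chosen after the data were seen, and Arx is among the 92. Of the 63 lower genes 54 were highest in untransfected replicate 3, with its smooth muscle transcripts. The rank therefore does not exclude chance for a response to the constructs, and no splits were drawn without the 6 libraries.

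Splitting ARX-S37AS67A and untransfected libraries so that every replicate number was divided gave 8 splits, of which the real one had the highest count past the paper's thresholds (119, others 70 to 95), while the 27 splits that divide fewer numbers had 62 to 590. Dividing every number also parted the libraries with plasma cell transcripts, which were replicate 4 of both groups. Replicate number and foreign transcripts thus cannot be told apart here. Fold changes of ARX-WT and ARX-S37AS67A, which share their untransfected controls, correlated at 0.847, those of ARX-WT and ARX-S174A at 0.874 and those of the mutants at 0.925, beside 0.884, 0.882 and 0.88 simulated for groups without any change. They shared 27, 42 and 42 lower genes, beside 111, 112 and 116 simulated, and 10, 13 and 17 higher genes, beside 0.03, 0.03 and 0.061 simulated. Without untransfected replicate 4 the correlations were 0.605, 0.667 and 0.866, beside 0.063, 0.057 and 0.058 simulated. The simulated groups were drawn around the mean of untransfected replicates 1 to 3. Against those same libraries a low correlation was thus fixed in advance. With all controls, the simulation carries only the departure of untransfected replicate 4 from the others. The simulated values therefore do not show what shared controls alone would give, and no conclusion is drawn from them.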
